# Early gene expression changes in spinal cord from SOD1^G93A^ Amyotrophic Lateral Sclerosis animal model

**DOI:** 10.3389/fncel.2013.00216

**Published:** 2013-11-18

**Authors:** Gabriela P. de Oliveira, Chrystian J. Alves, Gerson Chadi

**Keywords:** ALS, SOD1^G93A^, pre-symptomatic, spinal cord, microarray, laser microdissection, astrocytes

## Abstract

Amyotrophic Lateral Sclerosis (ALS) is an adult-onset and fast progression neurodegenerative disease that leads to the loss of motor neurons. Mechanisms of selective motor neuron loss in ALS are unknown. The early events occurring in the spinal cord that may contribute to motor neuron death are not described, neither astrocytes participation in the pre-symptomatic phases of the disease. In order to identify ALS early events, we performed a microarray analysis employing a whole mouse genome platform to evaluate the gene expression pattern of lumbar spinal cords of transgenic SOD1^G93A^ mice and their littermate controls at pre-symptomatic ages of 40 and 80 days. Differentially expressed genes were identified by means of the Bioconductor packages Agi4×44Preprocess and limma. FunNet web based tool was used for analysis of over-represented pathways. Furthermore, immunolabeled astrocytes from 40 and 80 days old mice were submitted to laser microdissection and RNA was extracted for evaluation of a selected gene by qPCR. Statistical analysis has pointed to 492 differentially expressed genes (155 up and 337 down regulated) in 40 days and 1105 (433 up and 672 down) in 80 days old ALS mice. KEGG analysis demonstrated the over-represented pathways tight junction, antigen processing and presentation, oxidative phosphorylation, endocytosis, chemokine signaling pathway, ubiquitin mediated proteolysis and glutamatergic synapse at both pre-symptomatic ages. *Ube2i* gene expression was evaluated in astrocytes from both transgenic ages, being up regulated in 40 and 80 days astrocytes enriched samples. Our data points to important early molecular events occurring in pre-symptomatic phases of ALS in mouse model. Early SUMOylation process linked to astrocytes might account to non-autonomous cell toxicity in ALS. Further studies on the signaling pathways presented here may provide new insights to better understand the events triggering motor neuron death in this devastating disorder.

## Introduction

Amyotrophic Lateral Sclerosis (ALS) is a fast disabling neurodegenerative disease characterized by upper and lower motor neuron loss of motor cortex, brainstem, and spinal cord leading to respiratory insufficiency and death (Turner et al., 2013). The incidence of ALS ranges from 1.7 to 2.3 cases per 100,000 population per year worldwide (Beghi et al., 2006). The mechanisms underlying neurodegeneration in ALS are multifactorial, and seem to involve neurons and non-neuronal cells (Boillee et al., 2006a,b; Yamanaka et al., 2008; Wang et al., 2011a) as well as several molecular pathways (Boillee et al., 2006a; Ferraiuolo et al., 2011b; Kiernan et al., 2011; Usuki et al., 2012). Approximately 5% of ALS cases are familial, and 20% of these have been linked to mutations in Cu/Zn superoxide dismutase 1 (SOD1) (Rosen et al., 1993; Andersen and Al-Chalabi, 2011). The first symptoms define the beginning of the clinical phase of the diagnosed cases of the more prevalent sporadic forms, consisting in muscle atrophy, weakness, fasciculations, and spasticity (Brooks et al., 2000). There is a lack of pathological studies on post mortem spinal cord from ALS patients that could add information about the triggering, initial time of motor neuron death and mechanisms of the disease. In fact, Fischer et al. (2004) reported the post-mortem evaluation in a patient with a short history of ALS, whose electromyography showed signs of acute and chronic denervation, coming out with an unexpected die without peripheral and central motor neuron death together with autolytic changes and a little axonal degeneration. Histological evaluations at the neuromuscular junctions and also electrophysiological analysis at the peripheral nerves in ALS patients have allowed authors to claim that motor neuron death correlates to the begging of clinical classical symptoms (Veugelers et al., 1996; Liu et al., 2013).

As the majority of familial ALS cases are linked to the mutations in SOD1 gene (Dion et al., 2009), transgenic mice expressing human mutant SOD1 (mSOD1) developing age-dependent clinical and pathological features of human ALS are current largely employed in the physiopathological studies of the disorder (Turner and Talbot, 2008). Using this mouse model, we previously described early behavior and electrophysiological alterations, prior the classical neurological symptoms and the beginning of motor neuron death (Alves et al., 2011). In fact, several early events demonstrated in animal models seemed to precede the neuronal death, remarkably the activation of glial cells (microglia and astrocytes) close to motor neurons (Graber et al., 2010; Wang et al., 2011b; Gerber et al., 2012), retraction of motor neuron fibers and neuromuscular junction displacement (Fischer et al., 2004; De Winter et al., 2006; Narai et al., 2009). It is still unknown whether the most claimed pathogenic processes for ALS, for instance oxidative stress, mitochondrial and neurofilament dysfunction, excitotoxicity, inflammation, non-autonomous cell toxicity, protein misfolding and abnormal RNA processing (Rothstein et al., 1992; Bergeron et al., 1994; Boillee et al., 2006a; Lemmens et al., 2010; Bendotti et al., 2012; Richardson et al., 2013) are taking place at the pre-symptomatic period of the disease.

The central question in understanding ALS facing therapeutic target development involves a further knowledge about the toxic mechanisms that trigger motor neuron death (Boillee et al., 2006a). Until scientific technology approaches do not overstep ethical limitations of clinical studies, the mutant SOD1-expressing mouse model may offer opportunity for a detailed analysis of intra and intercellular signaling-related to motor neuron toxicity.

The profiling of gene expression using different platforms have been largely employed in the ALS model in several stages of the disease course (Olsen et al., 2001; Dangond et al., 2004; Malaspina and De Belleroche, 2004; Jiang et al., 2005; Perrin et al., 2005; Ferraiuolo et al., 2007, 2011a; Yamamoto et al., 2007; Offen et al., 2009; Brockington et al., 2010; D'arrigo et al., 2010; Guipponi et al., 2010; Saris et al., 2013b; Yu et al., 2013), including the early symptomatic phase (Olsen et al., 2001; Yoshihara et al., 2002; Ferraiuolo et al., 2007; Yu et al., 2013), however, there is a lack of information on differential gene expression taking place before classical clinical symptoms (Olsen et al., 2001; Yoshihara et al., 2002; Ferraiuolo et al., 2007; Guipponi et al., 2010). Olsen et al. (2001) inaugurated that issue by looking at patterns of gene expression from SOD1^G93A^ spinal cord by means of a murine restricted platform of oligonucleotide microarray and by describing negligible changes in the transcript profile at the pre-symptomatic phases. Other authors that have examined gene profiling in pre-symptomatic phases of ALS disease employed restricted platforms of cDNA arrays, used animals with an uncommon symptom onset (Yoshihara et al., 2002; Guipponi et al., 2010) or evaluated gene profiling in specific spinal cord cells (Ferraiuolo et al., 2007, 2011a). Authors have encountered gene expressions related to inflammation, apoptosis, oxidative stress, ATP biosynthesis, myelination, axonal transport as candidates of biological processes taking place in the pre-symptomatic periods of ALS.

By means of a high-density oligonucleotide microarrays linked to specific tools capable to identify enriched pathways, the aim of this work was to identify early molecular changes in the pre-symptomatic stage in the spinal cord of the SOD1^G93A^ mouse model. The data showed important alterations at early 40 days pre-symptomatic period of disease and in 80 days old pre-symptomatic mice.

## Materials and methods

### Samples

Specific pathogen-free male SOD1^G93A^ mice of preclinical 40 and 80 days old mice and their age-paired non-transgenic wild-type controls, 20–25 g body weight, from University of São Paulo Medical School (São Paulo, Brazil) were used in the experiments. A total of 5 animals were used in each group in microarray experiments, while in the verification experiments by quantitative polymerase chain reaction (qPCR) and laser microdissection, each group was comprised for 6 and 3 different animals, respectively. Animals were kept under standardized lighting conditions (lights on at 7:00 h and off at 19:00 h), at a constant temperature of 23°C and with free access to food pellets and tap water. The colony was derived from Jackson Laboratories (Bar Harbor, ME, USA) from G93A mutant mice with 25 ± 1.5 copies of the human SOD1 transgene (Gurney, 1994). Mouse identification (SOD^G93A^ or WT) in our colony was performed by genotyping (Scorisa et al., 2010). Animals were killed by decapitation and their lumbar spinal cords were collected for molecular analysis. The study was conducted according protocols approved by the Animal Care and Use of Ethic Committee at the University of São Paulo and in accordance with the Guide for Care and Use of Laboratory Animals adopted by the National Institutes of Health.

### RNA extraction

Total RNA was isolated using the MiniSpin kit for RNA extraction (GE Healthcare, USA) according to the manufacturer's instructions. RNA quantity and integrity were assessed by spectrophotometry (Nanodrop, Thermo Scientific, USA) and microfluidics—based electrophoresis (Agilent 2100 Bioanalyzer, Agilent Technologies, USA), respectively. RNA samples with OD 260/280 of approximately 2.0 and RIN > 7.0 were used for microarray experiments and qPCR. A pool of RNAs from neonatal organs (heart, kidney, liver) was employed as reference sample. A representative eletropherogram from Bioanalyzer evaluation of RNA integrity is shown in supplementary material (Figure S1).

### Microarray experiments

For samples and reference, respectively, 250 and 500 ng of RNA were reverse transcribed by the Low-input RNA Linear Amplification Kit (Agilent Technologies) and then transcribed to Cy3-labeled (samples) or Cy5-labeled (reference) cRNA according to the manufacturer. The labeled cRNA was purified (Minispin kit, GE Life Sciences), and the dye content and concentration of cRNA were measured by a NanoDrop ND-1000 spectrophotometer (Thermo Scientific). A total of 850 ng of Cy3-labeled cRNA was hybridized together with the same amount of Cy5-labeled reference to Whole Mouse Genome Oligo 4 × 44 K microarrays overnight at 65°C, and then the slides were washed and treated with Stabilizing and Drying Solution (Agilent Technologies) and scanned by Agilent Microarray Scanner. All steps were performed according to the manufacturer (Agilent Technologies).

The raw data from hybridizations and experimental conditions are available on the Gene Expression Omnibus website under accession number GSE50642.

### Data analyses

The Feature Extraction Software v9.1.3.1 (Agilent Technologies) was used to extract and analyze the assay signals and subsequently determine the signal-to-noise ratios from the microarray images. Microarrays without enough quality were taken out from further analysis. The analysis proceeded with 4 samples for each group. Microarray raw data (.txt files) were imported into R v. 3.0.1 (Team RDC, 2012) and analyzed with the Bioconductor (Gentleman et al., 2004) packages Agi4×44PreProcess and limma (Smyth, 2005). Briefly, after quality check, the microarray probes were filtered and their median foreground intensity was normalized within and between arrays according to Agi4×44Preprocess and limma user guides, respectively. Finally, the probes were tested for differential expression using a linear model followed by Bayes moderated *t*-test (Smyth, 2005) for the comparisons of interest. Genes with nominal *p* < 0.05 were accepted to be differentially expressed and further considered in the analysis.

### FunNet analysis

In order to further identify over-represented pathways and biological process, the lists with differentially expressed genes for both 40 and 80 days old mice were split into lists of up and down regulated genes and submitted to FunNet web based tool (Functional Analysis of Transcriptional Networks), using Kyoto Encyclopedia of Genes and Genomes (KEGG) and Gene Ontology (GO) annotations (Prifti et al., 2008).

### Laser microdissection of astrocytes

The lumbar spinal cord of mice were rapidly removed and immediately frozen in ice cold isopentane at −45°C and stored at −80°C until use. The labeling procedure was performed as described previously (De Oliveira et al., 2009) and modified according to our experience. Frozen sections (5μm) were rapidly defrosted for 30 s and fixed with ice cold acetone, for 3 min. Sections were then incubated during 3 min in phosphate buffered saline (PBS) containing 3% Triton X-100 and then incubated with primary antibody, a polyclonal rabbit anti-glial fibrillary acidic protein (GFAP; Dako Cytomation; 1:100) diluted in 0.3% Triton X-100 containing 1% BSA for 5 min. Sections were then washed in PBS for 3 times of 15 s and then incubated with texas red-conjugated goat-anti-rabbit secondary antibody, in the same diluent than primary antibody, in a final concentration of 1:50 during 5 min in the dark and at room temperature. Sections were rinsed carefully three times with PBS for 15 s and immediately submitted to laser microdissection.

Around 200 astrocytes were isolated from each 40 and 80 days old mice lumbar spinal cords using P.A.L.M. Microlaser Technologies (Zeiss). RNA was extracted using PicoPure RNA isolation kit (Arcturus) and linear amplification of RNA was performed following Eberwine's procedure (Van Gelder et al., 1990) using the RiboampHSplus kit (Arcturus) according to the manufacturer's protocol. The quantity (NanoDrop 1000 Spectrophotometer) and quality (Agilent 2100 bioanalyser, RNA 6000 Pico LabChip) of amplified RNA was analyzed as described above. Also, the astrocytes enriched samples were submitted to PCRs in order to access contamination from other cell types. Protocol and results of astrocyte samples enrichment are presented in the supplementary material (Figure S2).

## Quantitative PCR

A proportion of genes identified as differentially expressed were selected for verification by qPCR, on the basis of robust microarray data confirming differential gene expression. The genes were chosen for verification based on their possible involvement in ALS related mechanisms. Verification addresses the possibility of false positive microarray signals, due to cross-hybridization with related genes, concern about the accuracy of array probe sets, and uncertainty about the hybridization kinetics of multiple reactions occurring on the miniature scale of an array chip. The qPCR verification of microarray results were performed on independent sample, as described above. cDNA was synthesized from 1 μg of total RNA treated with DNAse by a reverse transcription reagent kit (Applied Biosystems Life Technologies) according to manufacturer. qPCR reactions were carried out in duplicate with 40 ng cDNA, the DyNAmo ColorFlash SYBR Green qPCR kit (Thermo Scientific, USA) and 400 nM of each primer in a final volume reaction of 20 μl, by using the PikoReal Real-Time PCR System (Thermo Scientific). The information for SYBR primers can be found in Table 1. For astrocytes enriched samples, 1 μg of amplified RNA was reverse transcribed to cDNA by a reverse transcription reagent kit (Applied Biosystems Life Technologies) modified from original protocol in order to improve efficiency. Briefly, Oligo(dT)_16_ primer was added to samples and incubated at 70°C during 5 min, then the other required reagents, such as reaction buffer, MgCl_2_, dNTPs, RNAse inhibitor, in the same concentrations than manufacturer protocol, and 156,25 U of Reverse transcriptase (Multiscribe), were added to reaction and incubated at 37°C for 60 min followed by 95°C for 5 min. qPCR reactions were carried out in duplicate using Taqman master mix and the following assays were used: *Ube2i* (Mm04243971_g1) and *Gapdh* (Mm99999915_g1).

**Table 1:** **Information for primers used in SYBR qPCR experiments of 40 and 80 days old pre-symptomatic SOD1^G93A^ and wild-type mice**.

**Gene ID**	**Primer sequences (5′-3′)**	**Amplicon (bp)**
*Glg1*	F: GAGTGAGATTGCAGCCAGAG	143
	R:CAGGATGTAGTTCTTTGAGGGAG	
*Aqp4*	F: GCTCGATCTTTTGGACCCG	112
	R: AGACATACTCATAAAGGGCACC	
*Calca*	F: TGCAGATGAAAGCCAGGG	149
	R: CTTCACCACACCTCCTGATC	
*Eef2*	F: CATGTTTGTGGTCAAGGCATAC	141
	R:TTGTCAAAAGGATCCCCAGG	
*Nsg1*	F: AAGTGTACAAGTATGACCGCG	128
	R: GACAGTGTAAAATTTCTCCCGG	
*Syt10*	F: AGACCATTGGAACGAGATGC	148
	R: TGGAGGCTTTTATGGTGTGG	
**NORMALYZER**		
*Gapdh*	F: GAGTAAGAAACCCTGGACCAC	109
	R: TCTGGGATGGAAATTGTGAGG	

The Glg1, Aqp4, Calca genes and Eef2, Nsg1, Syt10 genes were verified in 40 and 80 days mice, respectively, according to microarray results.

For SYBR reactions the cycling was composed by an initial denaturation at 95°C for 10 min, templates were amplified by 40 cycles of 95°C for 15 s and 60°C for 30 s. A dissociation curve was then generated to ensure amplification of a single product, and absence of primer dimers. For each primer pair, a standard curve was generated to determine the efficiency of the PCR reaction over a range of template concentrations from 0.032 ng/μ l to 20 ng/μ l, using cDNA synthesized from mouse reference RNA. The efficiency for each set of primers was 100 ± 5%. For Taqman reactions, cycling was composed by an initial step of 50°C for 2 min, followed by denaturation at 95°C for 10 min, templates were amplified by 40 cycles of 95°C for 15 s and 60°C for 1 min. Gene expressions, normalized to *Gapdh*, could be determined using the ΔΔCt mathematical model (ABI PRISM 7700 Sequence Detection System protocol; Applied Biosystems). One-tailed unpaired *t*-test was used to determine the statistical significance of any differences in gene expression [GraphPad (San Diego, CA) Prism 5]. 

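On the arrays, 2 probes well above background list the *Gapdh* transcript among the transcripts of several loci that they bind. The first, A_52_P1687, is placed by the files on chromosome 1 of the NCBI35 (mm7) mouse build from 180307516 to 180307575. Its log2 ratio of the Cy3-labeled sample to the Cy5-labeled reference was 0.84 ± 0.087 (SD, n = 4) in SOD1 G93A mice and 0.82 ± 0.073 (SD, n = 4) in wild-type mice at 40 days. The change, SOD1 G93A minus wild-type on the log2 scale, was 0.026 at 40 days (p = 0.715 from limma's moderated test, exact permutation p = 0.6) and -0.038 at 80 days (p = 0.554, exact permutation p = 0.429). Its sign turned at 40 days without normalization within arrays (-0.10), in the Cy3 channel alone (-0.027) and in the authors' series matrix (-0.074), and at 80 days without normalization within arrays (0.067) and with the processed signals (0.0082). The second, A_52_P479958, lies on chromosome 6 from 125188003 to 125188172 and changed by -0.083 at 40 days, with all 4 SOD1 G93A arrays below all 4 wild-type arrays (p = 0.131 from limma, exact permutation p = 0.0286). At 80 days it changed by -0.0076 (p = 0.904, exact permutation p = 0.857), a sign that turned without background subtraction (0.0060), with the processed signals (0.0066) and without normalization within arrays (0.10). Over the 16 arrays the log2 ratios had an SD of 0.072 for the first probe and 0.051 for the second, against 0.14 and 0.11 in the authors' series matrix, 0.13 and 0.11 in the Cy3 channel alone, and 0.14 and 0.15 without normalization within arrays.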

*Gapdh* was chosen as a housekeeping gene to normalize the qPCR values because the microarray analysis showed that its expression was stable across samples.

## Results

### General features of differential gene expression between SOD1^G93A^ and wild-type mice

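The microarray data are 16 arrays, 4 for each genotype at each age, and the labels give the mice a mixed B6SJL background. Each array carried the Cy3-labeled lumbar spinal cord sample against a Cy5-labeled reference common to all arrays, and no array had the dyes exchanged. The fifth animal that the methods give for each group was not analysed here. An array holds 45018 spots, of which 43379 are not controls, for 41174 probes. The share of probes whose Cy3 signal Feature Extraction marked as well above background ranged from 45.9% to 54.4% (median 52.4%) in wild-type and from 52.3% to 55.3% (median 53.5%) in SOD1 G93A mice at 40 days. At 80 days it ranged from 52.5% to 55.2% (median 53.4%) in wild-type and from 48.9% to 54.9% (median 52.1%) in SOD1 G93A mice. The median Cy3 signal of an array was 50 to 57 units over a median background of 35 to 38, and the number of arrays limits the precision of every value. The authors extracted median spot signals on a linear scale and normalized them within and between arrays. Their deposited series matrix holds log2 values of the Cy3 channel. From the spot signals, the ratio of Cy3 to Cy5 was computed here with limma: normexp background correction with an offset of 50, loess within arrays and quantiles of the mean intensity between arrays, a step that leaves ratios as they are. Spots marked as outliers by Feature Extraction, 107 to 301 per array, were left out. A probe was tested if it was well above background on at least 3 of the 4 arrays of a group and measured on at least 2 arrays of each group. lmFit and eBayes were fitted to the 8 arrays of an age, and to all 16 arrays for the interaction of genotype with age. These choices and the alternatives to them were set before the data were examined. All p-values are two-sided and, unless called adjusted, not adjusted for the number of probes, and the smallest exact p of 4 arrays against 4 is 0.0286. The exact permutation p of a difference between the ages moves the genotype labels within each age, in 4900 ways, and was added after limma's values were seen. Slide 1 holds replicate 1 of every group, and so on to slide 4, and each group lies at a position of its own on the slides, so position and group cannot be told apart.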

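On single arrays, a few bright local backgrounds changed the background correction of all probes. On wild-type 40 days replicate 3, 4 Cy3 spots lay over 20 units below their local background, the brightest of which was 5394, and on SOD1 G93A 40 days replicate 4 there were 5 such spots, with a brightest background of 8168.5. The slope of the log2 ratios of these arrays against the mean of the other 40 days arrays was 0.765 and 0.758, while the other 6 arrays had slopes of at least 0.942. Setting such local backgrounds to the median background of the array, a choice made after the values were seen, gave slopes of 0.955 and 1.00. On SOD1 G93A 80 days replicate 4, with 63 such spots, the slope went from 0.900 to 0.972. The values given for genes keep the first setting, and those after the reset of bright backgrounds are added where they change a call. The transgene is human *SOD1*, and the mouse *Sod1* probe A_51_P367381 (chromosome 16, 90276179 to 90276238) changed by -0.019 at 40 days (p = 0.776, exact permutation p = 0.657) and by -0.17 at 80 days (p = 0.0556 from limma, exact permutation p = 0.0857). Whether it binds transcripts of the transgene was not tested.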

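At 40 days 21334 probes, for 15162 genes, were tested, and 247 had a p under 0.05, 99 higher and 148 lower in SOD1 G93A mice. A share of 5% would be 1066.7 probes, but probes on the same arrays move together, so that a count below or above this share says little by itself. At 80 days 1216 of 21600 probes, for 15384 genes, had a p under 0.05, 515 higher and 701 lower, where 5% would be 1080. limma with Benjamini-Hochberg adjustment called 0 of these probes at either age at an adjusted p under 0.05, with a smallest adjusted p of 0.9999 at 40 days and 0.263 at 80 days. The latter belongs to *Yae1d1* (A_51_P309618, chromosome 13, 17354572 to 17354631), whose log2 ratio was -0.98 ± 0.11 (SD, n = 4) in SOD1 G93A and -0.44 ± 0.039 (SD, n = 4) in wild-type mice. Its change of -0.54 showed in all 4 arrays of each group. The number of probes with a p under 0.05 at 40 days moved most with array weights, to 1350 probes, and it was 115 without SOD1 G93A 40 days replicate 3 and 881 without replicate 4. At 80 days it also moved most with array weights, to 2504 probes, and it was 741 without SOD1 G93A 80 days replicate 3. With bright backgrounds reset 953 and 1481 probes had a p under 0.05. The 4 arrays of the genotypes did not overlap for 241 of 21246 probes at 40 days (1.13%) and 773 of 21507 at 80 days (3.59%), where chance gives 2.86%, and for 602 (2.83%) and 927 (4.31%) after the reset of bright backgrounds. The largest changes at 40 days among probes with a p under 0.05 and no overlap of the groups were those of *Ocel1* (-0.80), *Plac9a* (-0.62) and *Stk25* (-0.61), and at 80 days those of *Ptprz1* (-1.23), *1700008P20Rik* (-0.86) and *Klhl1* (-0.63). The change between genotypes differed between the ages at p under 0.05 for 797 of 21949 probes, where 5% would be 1097.5, and for 0 after adjustment by limma with Benjamini-Hochberg. From its lists of regulated genes the paper goes on to over-represented pathways, and from the pathways found at both ages it reasons on mechanisms that act before symptoms.

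**Figure D1:**
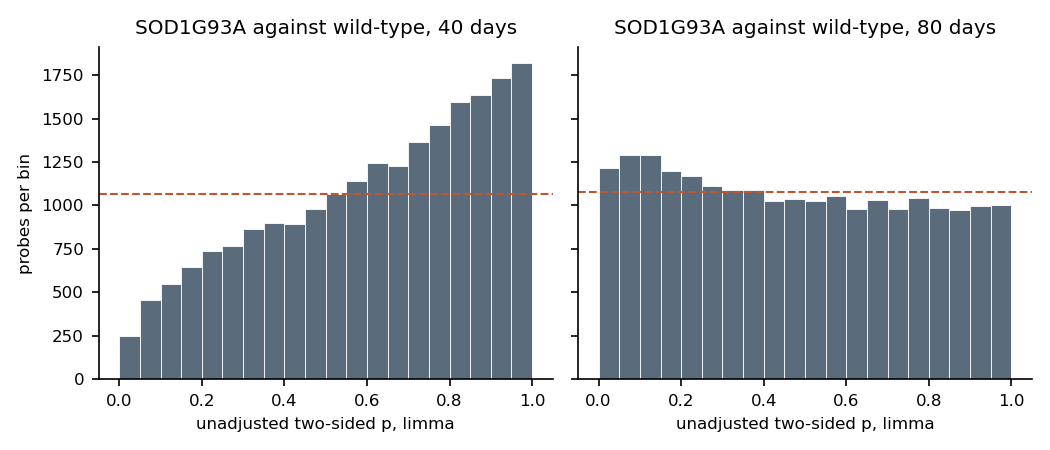
Number of probes (vertical axis) by unadjusted two-sided p from limma (horizontal axis) for SOD1 G93A against wild-type mice, 4 arrays each, at 40 days (left) and 80 days (right); the dashed line is the number per bin expected without any difference. The first bin holds 247 probes at 40 days and 1216 at 80 days, and the last 1822 and 1002.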

Statistical analysis has pointed to 492 differentially expressed genes at the lumbar region of 40 days SOD1^G93A^, compared to the age matched wild-type mice, being 155 up and 337 down regulated genes, respectively, while 1105 genes were found differentially expressed by 80 days old ALS mice compared to age matched controls, being 433 up and 672 down regulated genes, respectively. The whole list with differentially expressed gene for both age mice can be found in Tables S1 and S2 in the Supplementary material. Of interest, among differentially expressed genes, 66 are common to both ages; they are presented in the Table 2.

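Of the 66 genes of Table 2, 60 had a probe in both Tables S1 and S2, which share 62 gene symbols and 55 probes. From the ratio of sample to reference, 59 of the 60 genes had the sign of Table S1 at 40 days and all 60 that of Table S2 at 80 days, with *Hadh* at 40 days (-0.0092) the exception. limma gave a p under 0.05 to 11 of them at 40 days, to 36 at 80 days and to 8 at both ages, and after the reset of bright backgrounds to 32, 39 and 22. The authors chose these genes on the same arrays. Over all probes, 38 of the 14987 genes tested at both ages had a p under 0.05 at both. Lists of 236 and 1139 genes drawn independently share 17.9 genes on average. The central interval of 10000 permutations of genes, with both tails left out, was 10 to 26. Genes on the same arrays are not independent, and these permutations do not exclude chance. Of the 38 genes, 9 changed in the same direction at both ages and 29 in opposite directions. With array weights the count was 260, and it was 13 without SOD1 G93A 40 days replicate 3 and 126 without replicate 4. *Lsm6* (A_52_P593268, chromosome 8, 77348617 to 77350377) was lower at both ages, with changes of -0.43 at 40 days (p = 0.00370 from limma, exact permutation p = 0.0286) and -0.44 at 80 days (p = 0.00285, exact permutation p = 0.0571). *Foxn3* (A_52_P289835, chromosome 12, 96690862 to 96690921) changed by 0.38 at 40 days (p = 0.00290 from limma) and by -0.39 at 80 days (p = 0.00336), the groups not overlapping at either age (exact permutation p = 0.0286 at both). Its change differed between the ages by -0.76 (p = 7.29e-05 from limma, adjusted p = 0.8002), with the smallest exact permutation p that 4900 relabellings can give (0.000408). Among the 60 genes the change differed between the ages at a p under 0.05 for 27.

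**Figure D2:**
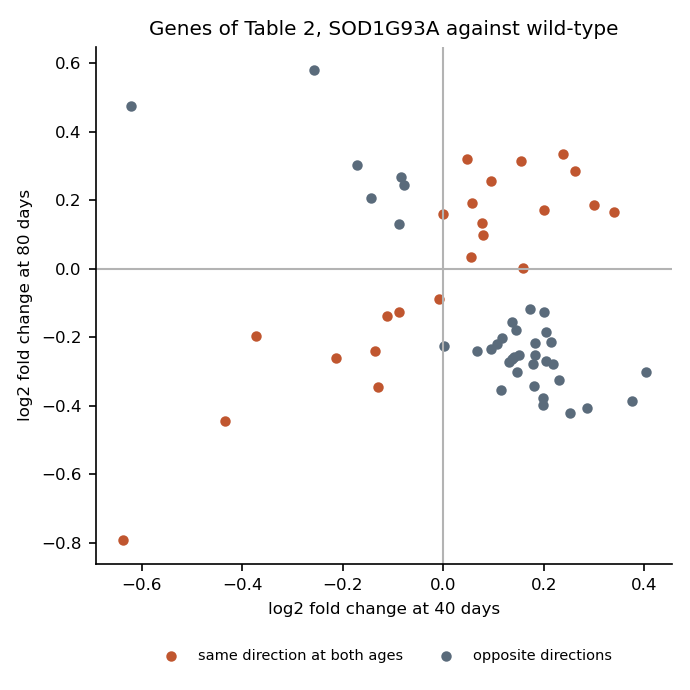
Log2 fold change, SOD1 G93A minus wild-type, at 40 days (horizontal axis) and 80 days (vertical axis) of the 60 genes of Table 2 with a probe in both supplementary tables, means of 4 arrays per group. Points in orange changed in the same direction at both ages here, 23 genes, and points in grey in opposite directions. In those tables 22 genes changed in the same direction and 38 in opposite directions, with Hadh among the latter.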

**Table 2:** **Differentially expressed genes common to both gene lists of 40 and 80 days old pre-symptomatic SOD1^G93A^ and wild-type mice**.

**Gene symbol**	**Fold change 40 days**	**Fold change 80 days**
*Ocel1*	−1.68	−1.92
*Fam32a*	−1.45	−1.61
*Trim37*	1.22	−1.34
*Lsm6*	−1.3	−1.29
*Map1a*	1.2	−1.15 and −1.28
*Bmpr2*	1.21	−1.26
*Eif3j2*	1.29	−1.26
*Foxn3*	1.28	−1.25
*Plekha5*	1.17	−1.25
*Rfxank*	−1.12	−1.22
*Malat1*	1.1	−1.21
*Ddx6*	1.3	−1.19
*Huwe1*	1.12	−1.19
*Snx27*	1.19	−1.19
*Srrm3*	1.18	−1.19
*Dzip1*	1.14	−1.17
*Hook3*	1.14	−1.17
*Nemf*	1.15	−1.16
*Pdlim5*	1.09	−1.16
*Plvap*	−1.14	−1.16
*Thrap3*	1.15	−1.16
*Srsf11*	−1.1	−1.15
*Azin1*	1.12	−1.14
*Eif5b*	1.19	−1.14
*Hspa4*	1.1	−1.14
*Kras*	1.19	−1.14
*Sp4*	1.12	−1.14
*Tusc3*	−1.1	−1.14
*Vegfa*	1.12	−1.14
*Fam133b*	1.09	−1.13
*Fam81a*	1.12	−1.13
*Prkrir*	−1.1	−1.13
*Ptrf*	−1.3	−1.13
*6330411E07Rik*	1.09	−1.12
*Gria4*	1.18	−1.12
*Zfp866*	1.07	−1.12
*Marc-2*	−1.07	−1.11
*Hadh*	1.12	−1.11
*Mtf2*	1.1	−1.11
*Dhps*	−1.09	−1.1
*Nsd1*	1.12	−1.1
*Mier1*	1.13	−1.09
*U2surp*	1.13	−1.09
*2610507B11Rik*	1.07	1.1
*Ncam1*	1.17	1.12
*Rtn1*	−1.17	1.12
*Chd5*	1.12	1.13
*Dhcr7*	−1.08	1.15
*Strbp*	1.15	1.15
*Synm*	−1.12	1.15
*Map7d1*	1.14	1.16
*Specc1*	1.1	1.17
*Maea*	1.1	1.19
*Ncl*	1.1 and −1.1	1.19
*Glg1*	1.29	1.2
*Dnajc27*	1.17	1.21
*Ncdn*	1.14	1.21
*Lpcat2*	1.16	1.22
*D17Wsu92e*	1.11	1.24
*Nisch*	1.08	1.24
*Tkt*	−1.1	1.25
*Tmem59l*	1.29	1.26
*Mast3*	1.24	1.28
*Plac9a*	−1.45	1.35
*Nsg1*	−1.17	1.22 and 1.35
*Trappc3*	−1.2	1.32 and 1.41

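For 4 genes of Table 2 a further probe was listed by the paper. *Map1a* (A_52_P599728) changed by 0.21 at 40 days (p = 0.495 from limma, exact permutation p = 0.543) and by -0.21 at 80 days (p = 0.0882, exact permutation p = 0.2). After the reset of bright backgrounds its p at 40 days was 0.0186 from limma (exact permutation p = 0.0571). *Ncl* changed at 40 days by -0.084 (A_52_P623337, p = 0.318 from limma, exact permutation p = 0.286) and at 80 days by 0.27 (p = 0.0828, exact permutation p = 0.114). Its probes disagree at 80 days: A_52_P620748 changed by -0.18 (p = 0.0380 from limma, exact permutation p = 0.0857). *Nsg1* changed at 40 days by -0.088 (A_52_P467726, p = 0.339 from limma, exact permutation p = 0.257) and by -0.13 (A_51_P358755, p = 0.489, exact permutation p = 0.6). The latter probe, on chromosome 5 from 37220245 to 37226140, changed by 0.26 at 80 days (p = 0.0420 from limma, exact permutation p = 0.0857). *Trappc3* had 2 probes in the tables, A_51_P432930 (chromosome 4, 125717672 to 125718546) and A_51_P162176 (125720152 to 125720211). At 40 days they changed by -0.26 (p = 0.182 from limma, exact permutation p = 0.257) and -0.27 (p = 0.147, exact permutation p = 0.2). At 80 days the first had a log2 ratio of 0.76 ± 0.18 (SD, n = 4) in SOD1 G93A and 0.18 ± 0.36 (SD, n = 4) in wild-type mice, a change of 0.58, with all 4 arrays of one genotype apart from those of the other. Its p from limma was 0.00519 (exact permutation p = 0.0286), and the second probe changed by 0.46 (p = 0.0176, exact permutation p = 0.0571). The change of *Trappc3* differed between the ages by 0.84 (p = 0.00571 from limma, exact permutation p = 0.00939) and 0.73 (p = 0.0113, exact permutation p = 0.0167).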

Map1a, Ncl, Nsg1, and Trappc3 genes were represented by an additional probe.

### Verification of microarray results by qPCR

The results of qPCR verification for the six representative genes are shown in Table S3 (Supplementary material). 

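The arrays give these values for the genes measured by qPCR. *Glg1* (A_52_P279759, chromosome 8, 109756149 to 109756208) had a log2 ratio of 0.67 ± 0.21 (SD, n = 4) in SOD1 G93A and 0.37 ± 0.20 (SD, n = 4) in wild-type mice at 40 days. Its change of 0.30 had a standard error of 0.13 (p = 0.0493 from limma, exact permutation p = 0.114), and the p rose to 0.130 without SOD1 G93A 40 days replicate 2. *Aqp4* (A_51_P419319, chromosome 18, 15742177 to 15742236) was at 4.16 ± 0.25 and 3.92 ± 0.22, a change of 0.24 (p = 0.139, exact permutation p = 0.229). *Calca* (A_52_P154101, chromosome 7, 110547755 to 110547814) was at 3.80 ± 0.24 and 4.27 ± 0.43, a change of -0.47 (p = 0.0560, exact permutation p = 0.0857) that passed 0.05 after the reset of bright backgrounds, at -0.46 (p = 0.00766, exact permutation p = 0.0571). At 80 days *Eef2* (A_52_P81562, chromosome 10, 80973051 to 80973110) was at 0.28 ± 0.18 and -0.16 ± 0.25, a change of 0.44 (p = 0.00694, exact permutation p = 0.0286). *Nsg1* (A_52_P467726, chromosome 5, 37219150 to 37219209) was at 3.02 ± 0.059 and 2.89 ± 0.18, a change of 0.13 (p = 0.177, exact permutation p = 0.2). *Syt10* (A_51_P318830, chromosome 15, 89865414 to 89865473) was at 0.65 ± 0.33 and 1.40 ± 0.36, a change of -0.74 (p = 0.00343, exact permutation p = 0.0571), while its other probe, A_52_P77155, changed by -0.074 (exact permutation p = 0.657). The change of *Eef2* differed between the ages by 0.51 (p = 0.0468 from limma, exact permutation p = 0.08) and that of *Syt10* by -0.97 (p = 0.00299, exact permutation p = 0.0106). The qPCR used samples of other animals and a one-tailed test, and its data were not analysed here.

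**Figure D3:**
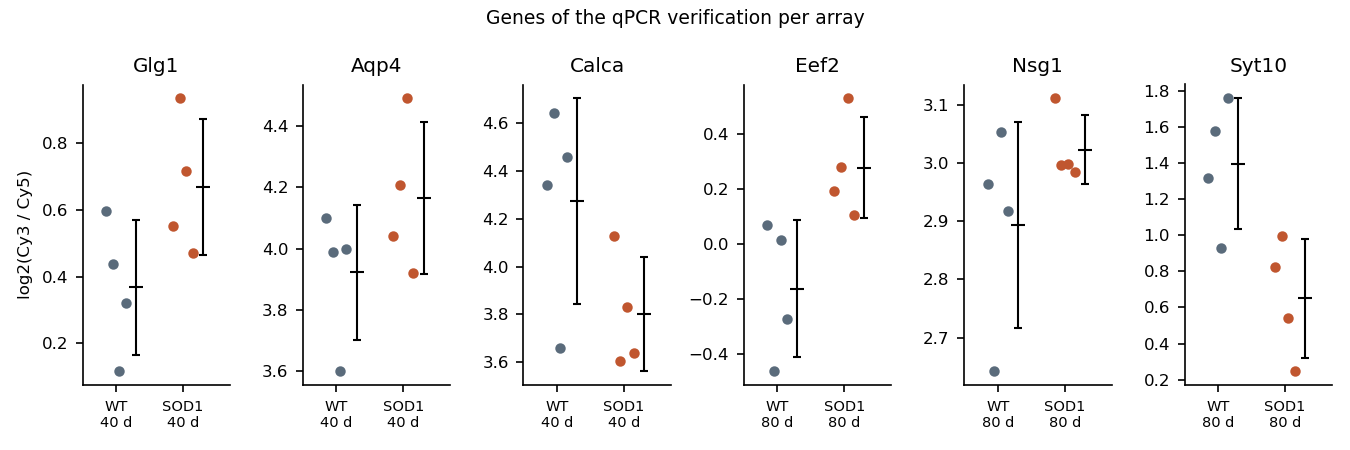
Log2 ratio of Cy3 to Cy5 (vertical axes) of the 6 genes for each array of wild-type (grey) and SOD1 G93A mice (orange) at the age of the qPCR, with mean and SD of 4 arrays. The arrays of the genotypes do not overlap for Eef2, while for Syt10 they overlap and the means are 0.65 in SOD1 G93A and 1.40 in wild-type mice.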

The up and down regulations of the verified genes in the 40 days and 80 days old SOD1^G93A^ mice by means of qPCR were coincident and supported the microarray findings of correspondent animal ages (Table S3).

### FunNet analysis

KEGG terms which were significantly enriched (at level *p* < 0.05) amongst differentially expressed genes between SOD1^G93A^ and wild-type mice were identified for both 40 days and 80 days old pre-symptomatic ALS mice. Over-represented KEGG pathways and respective genes taking part of them are given in Tables 3, 4. 

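Tables 3 and 4 list 50 genes at 40 days and 122 at 80 days, each counted once. From the ratio of sample to reference, 48 of the 50 and 118 of the 122 had the sign that the tables give them, and limma gave a p under 0.05 in that direction to 12 and 61. The genes were chosen on the same arrays, so these counts are a recomputation. Genes listed as up regulated had a median log2 fold change of 0.12 at 40 days and 0.19 at 80 days, and those listed as down regulated one of -0.18 and -0.19. The sum of both ages, 73 genes, moved most with the values of the authors' series matrix, to 168. The counts were 28 and 75 after the reset of bright backgrounds. The KEGG gene sets were not at hand, so over-representation was not computed.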

Of importance, differentially expressed genes from 40 and 80 days old mice allowed to recognize 7 pathways common among both periods (Figure 1). Those were glutamatergic synapse, ubiquitin mediated proteolysis, chemokine signaling pathway, endocytosis, oxidative phosphorylation, antigen processing and presentation and tight junction. The number of transcripts in each pathway is also shown in Figure 1. Moreover, other interesting pathways could also be identified to appear only in 40 days (Table 3) or 80 days old SOD1^G93A^ mice (Table 4). Furthermore, among pathways common to both ages, ubiquitin mediated proteolysis, chemokine signaling pathway and endocytosis were over-represented by up regulated genes and oxidative phosphorylation was pointed by down regulated genes (Figure 1). Furthermore, glutamatergic synapse and tight junction were pointed by the genes that were up regulated in 40 days and also up or down regulated in 80 days gene expression lists (Figure 1). 

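Among the pathways of Table 3 that are listed at 40 days alone, axon guidance had 6 of 6 genes with the listed sign, 2 of them at p under 0.05 from limma, and GnRH signaling 4 of 4, also 2. Both genes of DNA replication and both of nucleotide excision repair had the listed sign and a p under 0.05. Of the 3 genes each of ECM-receptor interaction and TGF-beta signaling, all had the listed sign, and 0 and 1 passed 0.05. Fructose and mannose metabolism had 4 of 5 with the listed sign and 0 at p under 0.05 from limma. Among the pathways of Table 4 listed at 80 days alone, the phagosome had 14 of 14 genes with the listed sign, 10 at p under 0.05, and a median change of 0.33. Cell adhesion molecules had 15 of 15 (8 at p under 0.05), protein processing in the endoplasmic reticulum 14 of 14 (9) and regulation of the actin cytoskeleton 12 of 12 (7). Among down regulated pathways, the ribosome had 11 of 11 (5), RNA degradation 5 of 5 (2), VEGF signaling 4 of 4 (1) and the gap junction 4 of 5 (3).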

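For ubiquitin mediated proteolysis, 6 of 6 genes were higher in SOD1 G93A mice at 40 days, with a median change of 0.12 and *Nedd4* alone at p under 0.05 from limma, and 11 of 11 at 80 days, with a median of 0.18 and 6 at p under 0.05. For chemokine signaling the counts were 7 of 7 higher at 40 days (median 0.16, 2 at p under 0.05) and 11 of 11 at 80 days (median 0.20, 5 at p under 0.05). For endocytosis 6 of 7 genes were higher at 40 days (median 0.10, 1 at p under 0.05), with *Acap2* at -0.098, and 18 of 20 at 80 days (median 0.19, 6 at p under 0.05), with *Dnm1* at -0.0024 and *Iqsec3* at -0.039. For oxidative phosphorylation 4 of 4 genes were lower at 40 days (median -0.13, 2 at p under 0.05) and 6 of 6 at 80 days (median -0.23, 5 at p under 0.05). After the reset of bright backgrounds, the numbers at p under 0.05 at 40 days were 3, 5, 3 and 2 in this order of pathways, and at 80 days 9, 8, 8 and 5.

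**Figure D4:**
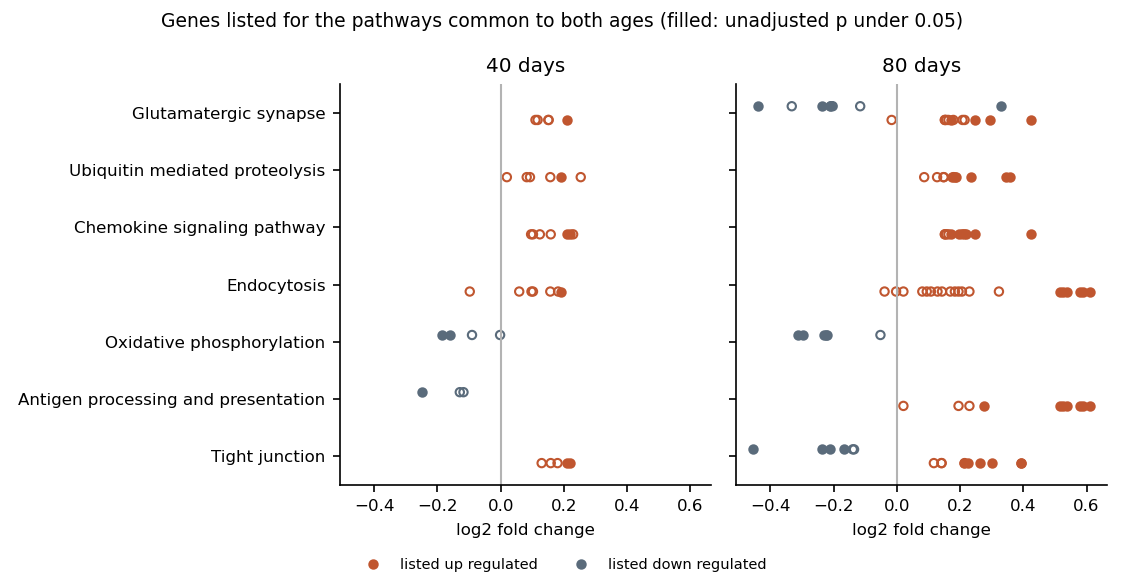
Log2 fold change, SOD1 G93A minus wild-type, of each gene listed for the 7 common pathways at 40 days (left) and 80 days (right), means of 4 arrays per group; genes listed as up regulated are orange, those listed as down regulated grey, and filled points have an unadjusted p under 0.05 from limma. All 6 oxidative phosphorylation genes lie below 0 at 80 days, and 1 gene listed as down regulated, Gnas in the glutamatergic synapse, lies above 0 at 0.33.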

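For the glutamatergic synapse, 5 of 5 genes listed at 40 days were higher in SOD1 G93A mice, with a median change of 0.15. *Gnai1* alone (A_51_P367837) had a p under 0.05 from limma, with a change of 0.21 (p = 0.0385, exact permutation p = 0.0571), and after the reset of bright backgrounds all 5 did. At 80 days 12 genes are listed as up regulated, with a median of 0.17, and 8 as down regulated, with a median of -0.21. Of these 20, 18 had the listed sign and 7 also a p under 0.05. The exceptions were *Gls2* at -0.016 (exact permutation p = 0.971), which turned to 0.052 after the reset, and *Gnas* (A_52_P112182), listed as down regulated, at 0.33 (p = 0.0350 from limma, exact permutation p = 0.114), a probe to which Table S2 gives a positive log2 fold change, the paper's 0.42. For the tight junction, 5 of 5 genes were higher at 40 days (median 0.18, 2 at p under 0.05, 5 after the reset). At 80 days all 10 genes listed as up regulated were higher (median 0.22) and all 6 listed as down regulated lower (median -0.19), with 10 of the 16 at p under 0.05. The smallest p was that of *Actg1* (A_52_P72237), which changed by 0.39 (p = 0.000166 from limma, exact permutation p = 0.0286).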

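Of the genes of antigen processing and presentation, *B2m*, *Calr* and *Rfxank* were lower in SOD1 G93A mice at 40 days, with a median change of -0.13, and limma gave 1 of the 3, *B2m*, a p under 0.05. *Calr* (A_51_P416419) changed by -0.12 (p = 0.195 from limma, exact permutation p = 0.2). At 80 days all 10 genes listed, 8 of them H2 genes, were higher, with a median change of 0.52, and 7 had a p under 0.05.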

Finally, antigen processing and presentation was pointed for down regulated genes in 40 days and up regulated genes in 80 days lists (Figure 1).

**Table 3:** **KEGG pathways enriched amongst differentially expressed up or down regulated genes at 40 days old mice**.

**Gene ID**	**Gene symbol**	**Gene name**
**PATHWAYS POINTED BY UP REGULATED GENES**		
**Fructose and manose metabolism**		
170768	*Pfkfb3*	6-Phosphofructo-2-kinase/fructose-2,6-biphosphatase 3
18640	*Pfkfb2*	6-Phosphofructo-2-kinase/fructose-2,6-biphosphatase 2
18642	*Pfkm*	Phosphofructokinase, muscle
230163	*Aldob*	Aldolase B, fructose-bisphosphate
54384	*Mtmr7*	Myotubularin related protein 7
**Tight junction**		
14677	*Gnai1*	Guanine nucleotide binding protein (G protein), alpha inhibiting 1
16653	*Kras*	v-Ki-ras2 Kirsten rat sarcoma viral oncogene homolog
18176	*Nras*	Neuroblastoma ras oncogene
18417	*Cldn11*	Claudin 11
192195	*Ash1l*	Ash1 (absent, small, or homeotic)-like (Drosophila)
**Glutamatergic synapse**		
140919	*Slc17a6*	Solute carrier family 17 (sodium-dependent inorganic phosphate cotransporter), member 6
14677	*Gnai1*	Guanine nucleotide binding protein (G protein), alpha inhibiting 1
14802	*Gria4*	Glutamate receptor, ionotropic, AMPA4 (alpha 4)
14810	*Grin1*	Glutamate receptor, ionotropic, NMDA1 (zeta 1)
20511	*Slc1a2*	Solute carrier family 1 (glial high affinity glutamate transporter), member 2
**Axon guidance**		
12767	*Cxcr4*	Chemokine (C-X-C motif) receptor 4
14677	*Gnai1*	Guanine nucleotide binding protein (G protein), alpha inhibiting 1
16653	*Kras*	v-Ki-ras2 Kirsten rat sarcoma viral oncogene homolog
18176	*Nras*	Neuroblastoma ras oncogene
22253	*Unc5c*	Unc-5 homolog C (*C. elegans*)
56637	*Gsk3b*	Glycogen synthase kinase 3 beta
**Ubiquitin mediated proteolysis**		
107568	*Wwp1*	WW domain containing E3 ubiquitin protein ligase 1
17999	*Nedd4*	Neural precursor cell expressed, developmentally down-regulated 4
22210	*Ube2b*	Ubiquitin-conjugating enzyme E2B
59026	*Huwe1*	HECT, UBA and WWE domain containing 1
68729	*Trim37*	Tripartite motif-containing 37
70790	*Ubr5*	Ubiquitin protein ligase E3 component n-recognin 5
**Chemokine signaling pathway**		
12767	*Cxcr4*	Chemokine (C-X-C motif) receptor 4
14677	*Gnai1*	Guanine nucleotide binding protein (G protein), alpha inhibiting 1
16653	*Kras*	v-Ki-ras2 Kirsten rat sarcoma viral oncogene homolog
18176	*Nras*	Neuroblastoma ras oncogene
18708	*Pik3r1*	Phosphatidylinositol 3-kinase, regulatory subunit, polypeptide 1 (p85 alpha)
56637	*Gsk3b*	Glycogen synthase kinase 3 beta
73178	*Wasl*	Wiskott-Aldrich syndrome-like (human)
**Endocytosis**		
107568	*Wwp1*	WW domain containing E3 ubiquitin protein ligase 1
12767	*Cxcr4*	Chemokine (C-X-C motif) receptor 4
13854	*Epn1*	Epsin 1
17999	*Nedd4*	Neural precursor cell expressed, developmentally down-regulated 4
193740	*Hspa1a*	Heat shock protein 1A
26431	*Git2*	G protein-coupled receptor kinase-interactor 2
78618	*Acap2*	ArfGAP with coiled-coil, ankyrin repeat and PH domains 2
**PATHWAYS POINTED BY DOWN REGULATED GENES**		
**Nucleotide excision repair**		
19718	*Rfc2*	Replication factor C (activator 1) 2
66979	*Pole4*	Polymerase (DNA-directed), epsilon 4 (p12 subunit)
**DNA replication**		
19718	*Rfc2*	Replication factor C (activator 1) 2
66979	*Pole4*	Polymerase (DNA-directed), epsilon 4 (p12 subunit)
**Fatty acid metabolism**		
11363	*Acadl*	Acyl-Coenzyme A dehydrogenase, long-chain
74205	*Acsl3*	Acyl-CoA synthetase long-chain family member 3
**TGF-beta signaling pathway**		
12167	*Bmpr1b*	Bmpr1b bone morphogenetic protein receptor, type 1B
15902	*Id2*	Inhibitor of DNA binding 2
19651	*Rbl2*	Retinoblastoma-like 2
**Antigen processing and presentation**		
12010	*B2m*	Beta-2 microglobulin
12317	*Calr*	Calreticulin
19727	*Rfxank*	Regulatory factor X-associated ankyrin-containing protein
**ECM-receptor interaction**		
11603	*Agrn*	Agrin
12814	*Col11a1*	Collagen, type XI, alpha 1
16773	*Lama2*	Laminin, alpha 2
**GnRH signaling pathway**		
12314	*Calm2*	Calmodulin 2
16440	*Itpr3*	Inositol 1,4,5-triphosphate receptor 3
16476	*Jun*	Jun oncogene
17390	*Mmp2*	Matrix metallopeptidase 2
**Parkinson's disease**		
104130	*Ndufb11*	NADH dehydrogenase (ubiquinone) 1 beta subcomplex, 11
12857	*Cox4i1*	Cytochrome c oxidase subunit IV isoform 1
66576	*Uqcrh*	Ubiquinol-cytochrome c reductase hinge protein
67264	*Ndufb8*	NADH dehydrogenase (ubiquinone) 1 beta subcomplex 8
**Oxidative phosphorylation**		
104130	*Ndufb11*	NADH dehydrogenase (ubiquinone) 1 beta subcomplex, 11
12857	*Cox4i1*	Cytochrome c oxidase subunit IV isoform 1
66576	*Uqcrh*	Ubiquinol-cytochrome c reductase hinge protein
67264	*Ndufb8*	NADH dehydrogenase (ubiquinone) 1 beta subcomplex 8
**Alzheimer's disease**		
104130	*Ndufb11*	NADH dehydrogenase (ubiquinone) 1 beta subcomplex, 11
12314	*Calm2*	Calmodulin 2
12857	*Cox4i1*	Cytochrome c oxidase subunit IV isoform 1
16440	*Itpr3*	Inositol 1,4,5-triphosphate receptor 3
66576	*Uqcrh*	Ubiquinol-cytochrome c reductase hinge protein
67264	*Ndufb8*	NADH dehydrogenase (ubiquinone) 1 beta subcomplex 8

**Table 4:** **KEGG pathways enriched amongst differentially expressed up or down regulated genes at 80 days old mice**.

**Gene ID**	**Gene symbol**	**Gene name**
**PATHWAYS POINTED BY UP REGULATED GENES**		
**Vascular smooth muscle contraction**		
104111	*Adcy3*	Adenylate cyclase 3
12315	*Calm3*	Calmodulin 3
14673	*Gna12*	Guanine nucleotide binding protein, alpha 12
14674	*Gna13*	Guanine nucleotide binding protein, alpha 13
18751	*Prkcb*	Protein kinase C, beta
213498	*Arhgef11*	Rho guanine nucleotide exchange factor (GEF) 11
224129	*Adcy5*	Adenylate cyclase 5
26413	*Mapk1*	Mitogen-activated protein kinase 1
**Antigen processing and presentation**		
14963	*H2-Bl*	Histocompatibility 2, blastocyst
14972	*H2-K1*	Histocompatibility 2, K1, K region
15006	*H2-Q1*	Histocompatibility 2, Q region locus 1
15007	*H2-Q10*	Histocompatibility 2, Q region locus 10
15013	*H2-Q2*	Histocompatibility 2, Q region locus 2
15018	*H2-Q7*	Histocompatibility 2, Q region locus 7
15039	*H2-T22*	Histocompatibility 2, T region locus 22
15040	*H2-T23*	Histocompatibility 2, T region locus 23
15481	*Hspa8*	Heat shock protein 8
21355	*Tap2*	Transporter 2, ATP-binding cassette, sub-family B (MDR/TAP)
**Tight junction**		
11465	*Actg1*	Actin, gamma, cytoplasmic 1
13043	*Cttn*	Cortactin
13821	*Epb4.1l1*	Erythrocyte protein band 4.1-like 1
13822	*Epb4.1l2*	Erythrocyte protein band 4.1-like 2
14924	*Magi1*	Membrane associated guanylate kinase, WW and PDZ domain containing 1
16897	*Llgl1*	Lethal giant larvae homolog 1
17475	*Mpdz*	Multiple PDZ domain protein
18751	*Prkcb*	Protein kinase C, beta
67374	*Jam2*	Junction adhesion molecule 2
71960	*Myh14*	Myosin, heavy polypeptide 14
**Chemokine signaling pathway**		
104111	*Adcy3*	Adenylate cyclase 3
14083	*Ptk2*	PTK2 protein tyrosine kinase 2
14688	*Gnb1*	Guanine nucleotide binding protein (G protein), beta 1
14693	*Gnb2*	Guanine nucleotide binding protein (G protein), beta 2
14697	*Gnb5*	Guanine nucleotide binding protein (G protein), beta 5
14701	*Gng12*	Guanine nucleotide binding protein (G protein), gamma 12
14708	*Gng7*	Guanine nucleotide binding protein (G protein), gamma 7
18751	*Prkcb*	Protein kinase C, beta
224129	*Adcy5*	Adenylate cyclase 5
26413	*Mapk1*	Mitogen-activated protein kinase 1
277360	*Prex1*	Phosphatidylinositol-3,4,5-trisphosphate-dependent Rac exchange factor 1
**Ubiquitin mediated proteolysis**		
103583	*Fbxw11*	F-box and WD-40 domain protein 11
15204	*Herc2*	Hect (homologous to the E6-AP (UBE3A) carboxyl terminus) domain and RCC1 (CHC1)-like domain (RLD) 2
17237	*Mgrn1*	Mahogunin, ring finger 1
19823	*Rnf7*	Ring finger protein 7
217342	*Ube2o*	Ubiquitin-conjugating enzyme E2O
22192	*Ube2m*	Ubiquitin-conjugating enzyme E2M
22196	*Ube2i*	Ubiquitin-conjugating enzyme E2I
22213	*Ube2g2*	Ubiquitin-conjugating enzyme E2G 2
229615	*Pias3*	Protein inhibitor of activated STAT 3
50754	*Fbxw7*	F-box and WD-40 domain protein 7
63958	*Ube4b*	Ubiquitination factor E4B, UFD2 homolog (S. cerevisiae)
**Regulation of actin cytoskeleton**		
11465	*Actg1*	Actin, gamma, cytoplasmic 1
14083	*Ptk2*	PTK2 protein tyrosine kinase 2
14673	*Gna12*	Guanine nucleotide binding protein, alpha 12
14674	*Gna13*	Guanine nucleotide binding protein, alpha 13
14701	*Gng12*	Guanine nucleotide binding protein (G protein), gamma 12
18717	*Pip5k1c*	Phosphatidylinositol-4-phosphate 5-kinase, type 1 gamma
192897	*Itgb4*	Integrin beta 4
226970	*Arhgef4*	Rho guanine nucleotide exchange factor (GEF) 4
227753	*Gsn*	Gelsolin
26413	*Mapk1*	Mitogen-activated protein kinase 1
67771	*Arpc5*	Actin related protein 2/3 complex, subunit 5
71960	*Myh14*	Myosin, heavy polypeptide 14
**Glutamatergic synapse**		
104111	*Adcy3*	Adenylate cyclase 3
110637	*Grik4*	Glutamate receptor, ionotropic, kainate 4
14645	*Glul*	Glutamate-ammonia ligase (glutamine synthetase)
14688	*Gnb1*	Guanine nucleotide binding protein (G protein), beta 1
14693	*Gnb2*	Guanine nucleotide binding protein (G protein), beta 2
14697	*Gnb5*	Guanine nucleotide binding protein (G protein), beta 5
14701	*Gng12*	Guanine nucleotide binding protein (G protein), gamma 12
14708	*Gng7*	Guanine nucleotide binding protein (G protein), gamma 7
18751	*Prkcb*	Protein kinase C, beta
216456	*Gls2*	Glutaminase 2 (liver, mitochondrial)
224129	*Adcy5*	Adenylate cyclase 5
26413	*Mapk1*	Mitogen-activated protein kinase 1
**Phagosome**		
11465	*Actg1*	Actin, gamma, cytoplasmic 1
14963	*H2-Bl*	Histocompatibility 2, blastocyst
14972	*H2-K1*	Histocompatibility 2, K1, K region
15006	*H2-Q1*	Histocompatibility 2, Q region locus 1
15007	*H2-Q10*	Histocompatibility 2, Q region locus 10
15013	*H2-Q2*	Histocompatibility 2, Q region locus 2
15018	*H2-Q7*	Histocompatibility 2, Q region locus 7
15039	*H2-T22*	Histocompatibility 2, T region locus 22
15040	*H2-T23*	Histocompatibility 2, T region locus 23
15239	*Hgs*	HGF-regulated tyrosine kinase substrate
17113	*M6pr*	Mannose-6-phosphate receptor, cation dependent
21355	*Tap2*	Transporter 2, ATP-binding cassette, sub-family B (MDR/TAP)
22142	*Tuba1a*	Tubulin, alpha 1A
22151	*Tubb2a*	Tubulin, beta 2A class IIA
**Protein processing in endoplasmic reticulum**		
100037258	*Dnajc3*	DnaJ (Hsp40) homolog, subfamily C, member 3
108687	*Edem2*	ER degradation enhancer, mannosidase alpha-like 2
12955	*Cryab*	Crystallin, alpha B
15481	*Hspa8*	Heat shock protein 8
20014	*Rpn2*	Ribophorin II
20338	*Sel1l*	Sel-1 suppressor of lin-12-like (C. elegans)
216440	*Os9*	Amplified in osteosarcoma
22213	*Ube2g2*	Ubiquitin-conjugating enzyme E2G 2
269523	*Vcp*	Valosin containing protein
50907	*Preb*	Prolactin regulatory element binding
54197	*Rnf5*	Ring finger protein 5
56453	*Mbtps1*	Membrane-bound transcription factor peptidase, site 1
56812	*Dnajb2*	DnaJ (Hsp40) homolog, subfamily B, member 2
63958	*Ube4b*	Ubiquitination factor E4B, UFD2 homolog (S. cerevisiae)
**Cell adhesion molecules (CAMS)**		
14963	*H2-Bl*	Histocompatibility 2, blastocyst
14972	*H2-K1*	Histocompatibility 2, K1, K region
15006	*H2-Q1*	Histocompatibility 2, Q region locus 1
15007	*H2-Q10*	Histocompatibility 2, Q region locus 10
15013	*H2-Q2*	Histocompatibility 2, Q region locus 2
15018	*H2-Q7*	Histocompatibility 2, Q region locus 7
15039	*H2-T22*	Histocompatibility 2, T region locus 22
15040	*H2-T23*	Histocompatibility 2, T region locus 23
17967	*Ncam1*	Neural cell adhesion molecule 1
18007	*Neo1*	Neogenin
19274	*Ptprm*	Protein tyrosine phosphatase, receptor type, M
20340	*Glg1*	Golgi apparatus protein 1
20970	*Sdc3*	Syndecan 3
58235	*Pvrl1*	Poliovirus receptor-related 1
67374	*Jam2*	Junction adhesion molecule 2
**Endocytosis**		
11771	*Ap2a1*	Adaptor-related protein complex 2, alpha 1 subunit
12757	*Clta*	Clathrin, light polypeptide (Lca)
13196	*Asap1*	ArfGAP with SH3 domain, ankyrin repeat and PH domain1
13429	*Dnm1*	Dynamin 1
14963	*H2-Bl*	Histocompatibility 2, blastocyst
14972	*H2-K1*	Histocompatibility 2, K1, K region
15006	*H2-Q1*	Histocompatibility 2, Q region locus 1
15007	*H2-Q10*	Histocompatibility 2, Q region locus 10
15013	*H2-Q2*	Histocompatibility 2, Q region locus 2
15018	*H2-Q7*	Histocompatibility 2, Q region locus 7
15039	*H2-T22*	Histocompatibility 2, T region locus 22
15040	*H2-T23*	Histocompatibility 2, T region locus 23
15239	*Hgs*	HGF-regulated tyrosine kinase substrate
15481	*Hspa8*	Heat shock protein 8
16835	*Ldlr*	Low density lipoprotein receptor
18717	*Pip5k1c*	Phosphatidylinositol-4-phosphate 5-kinase, type 1 gamma
234852	*Chmp1a*	Charged multivesicular body protein 1A
243621	*Iqsec3*	IQ motif and Sec7 domain 3
67588	*Rnf41*	Ring finger protein 41
98366	*Smap1*	Stromal membrane-associated protein 1
**PATHWAYS POINTED BY DOWN REGULATED GENES**		
**VEGF signaling pathway**		
11651	*Akt1*	Thymoma viral proto-oncogene 1
16653	*Kras*	v-Ki-ras2 Kirsten rat sarcoma viral oncogene homolog
19056	*Ppp3cb*	Protein phosphatase 3, catalytic subunit, beta isoform
22339	*Vegfa*	Vascular endothelial growth factor A
**Long-term depression**		
14678	*Gnai2*	Guanine nucleotide binding protein (G protein), alpha inhibiting 2
14683	*Gnas*	GNAS (guanine nucleotide binding protein, alpha stimulating) complex locus
16653	*Kras*	v-Ki-ras2 Kirsten rat sarcoma viral oncogene homolog
18795	*Plcb1*	Phospholipase C, beta 1
60596	*Gucy1a3*	Guanylate cyclase 1, soluble, alpha 3
**Gap junction**		
14678	*Gnai2*	Guanine nucleotide binding protein (G protein), alpha inhibiting 2
14683	*Gnas*	GNAS (guanine nucleotide binding protein, alpha stimulating) complex locus
16653	*Kras*	v-Ki-ras2 Kirsten rat sarcoma viral oncogene homolog
18795	*Plcb1*	Phospholipase C, beta 1
60596	*Gucy1a3*	Guanylate cyclase 1, soluble, alpha 3
**RNA degradation**		
104625	*Cnot6*	CCR4-NOT transcription complex, subunit 6
13209	*Ddx6*	DEAD (Asp-Glu-Ala-Asp) box polypeptide 6
66373	*Lsm5*	LSM5 homolog, U6 small nuclear RNA associated (S. cerevisiae)
72662	*Dis3*	DIS3 mitotic control homolog (S. cerevisiae)
78651	*Lsm6*	LSM6 homolog, U6 small nuclear RNA associated (S. cerevisiae)
**Parkinson's disease**		
12866	*Cox7a2*	Cytochrome c oxidase subunit VIIa 2
333182	*Cox6b2*	Cytochrome c oxidase subunit VIb polypeptide 2
66142	*Cox7b*	Cytochrome c oxidase subunit VIIb
66495	*Ndufb3*	NADH dehydrogenase (ubiquinone) 1 beta subcomplex 3
66916	*Ndufb7*	NADH dehydrogenase (ubiquinone) 1 beta subcomplex, 7
68202	*Ndufa5*	NADH dehydrogenase (ubiquinone) 1 alpha subcomplex, 5
**Oxidative phosphorylation**		
12866	*Cox7a2*	Cytochrome c oxidase subunit VIIa 2
333182	*Cox6b2*	Cytochrome c oxidase subunit VIb polypeptide 2
66142	*Cox7b*	Cytochrome c oxidase subunit VIIb
66495	*Ndufb3*	NADH dehydrogenase (ubiquinone) 1 beta subcomplex 3
66916	*Ndufb7*	NADH dehydrogenase (ubiquinone) 1 beta subcomplex, 7
68202	*Ndufa5*	NADH dehydrogenase (ubiquinone) 1 alpha subcomplex, 5
**Tight junction**		
11651	*Akt1*	Thymoma viral proto-oncogene 1
14678	*Gnai2*	Guanine nucleotide binding protein (G protein), alpha inhibiting 2
16653	*Kras*	v-Ki-ras2 Kirsten rat sarcoma viral oncogene homolog
17888	*Myh6*	Myosin, heavy polypeptide 6, cardiac muscle, alpha
30960	*Vapa*	Vesicle-associated membrane protein, associated protein A
58187	*Cldn10*	Claudin 10
**Glutamatergic synapse**		
14678	*Gnai2*	Guanine nucleotide binding protein (G protein), alpha inhibiting 2
14683	*Gnas*	GNAS (guanine nucleotide binding protein, alpha stimulating) complex locus
14702	*Gng2*	Guanine nucleotide binding protein (G protein), gamma 2
14802	*Gria4*	Glutamate receptor, ionotropic, AMPA4 (alpha 4)
14805	*Grik1*	Glutamate receptor, ionotropic, kainate 1
18795	*Plcb1*	Phospholipase C, beta 1
19056	*Ppp3cb*	Protein phosphatase 3, catalytic subunit, beta isoform
216227	*Slc17a8*	Solute carrier family 17 (sodium-dependent inorganic phosphate cotransporter), member 8
**Huntington's disease**		
12866	*Cox7a2*	Cytochrome c oxidase subunit VIIa 2
18795	*Plcb1*	Phospholipase C, beta 1
333182	*Cox6b2*	Cytochrome c oxidase subunit VIb polypeptide 2
66142	*Cox7b*	Cytochrome c oxidase subunit VIIb
66495	*Ndufb3*	NADH dehydrogenase (ubiquinone) 1 beta subcomplex 3
66916	*Ndufb7*	NADH dehydrogenase (ubiquinone) 1 beta subcomplex, 7
68202	*Ndufa5*	NADH dehydrogenase (ubiquinone) 1 alpha subcomplex, 5
69920	*Polr2i*	Polymerase (RNA) II (DNA directed) polypeptide I
**Alzheimer's disease**		
11820	*App*	Amyloid beta (A4) precursor protein
12866	*Cox7a2*	Cytochrome c oxidase subunit VIIa 2
18795	*Plcb1*	Phospholipase C, beta 1
19056	*Ppp3cb*	Protein phosphatase 3, catalytic subunit, beta isoform
333182	*Cox6b2*	Cytochrome c oxidase subunit VIb polypeptide 2
66142	*Cox7b*	Cytochrome c oxidase subunit VIIb
66495	*Ndufb3*	NADH dehydrogenase (ubiquinone) 1 beta subcomplex 3
66916	*Ndufb7*	NADH dehydrogenase (ubiquinone) 1 beta subcomplex, 7
68202	*Ndufa5*	NADH dehydrogenase (ubiquinone) 1 alpha subcomplex, 5
**Ribosome**		
19951	*Rpl32*	Ribosomal protein L32
19981	*Rpl37a*	Ribosomal protein L37a
19982	*Rpl36a*	Ribosomal protein L36A
20068	*Rps17*	Ribosomal protein S17
20085	*Rps19*	Ribosomal protein S19
22186	*Uba52*	Ubiquitin A-52 residue ribosomal protein fusion product 1
57294	*Rps27*	Ribosomal protein S27
66489	*Rpl35*	Ribosomal protein L35
67945	*Rpl41*	Ribosomal protein L41
68028	*Rpl22l1*	Ribosomal protein L22 like 1
75617	*Rps25*	Ribosomal protein S25

**Figure 1:**
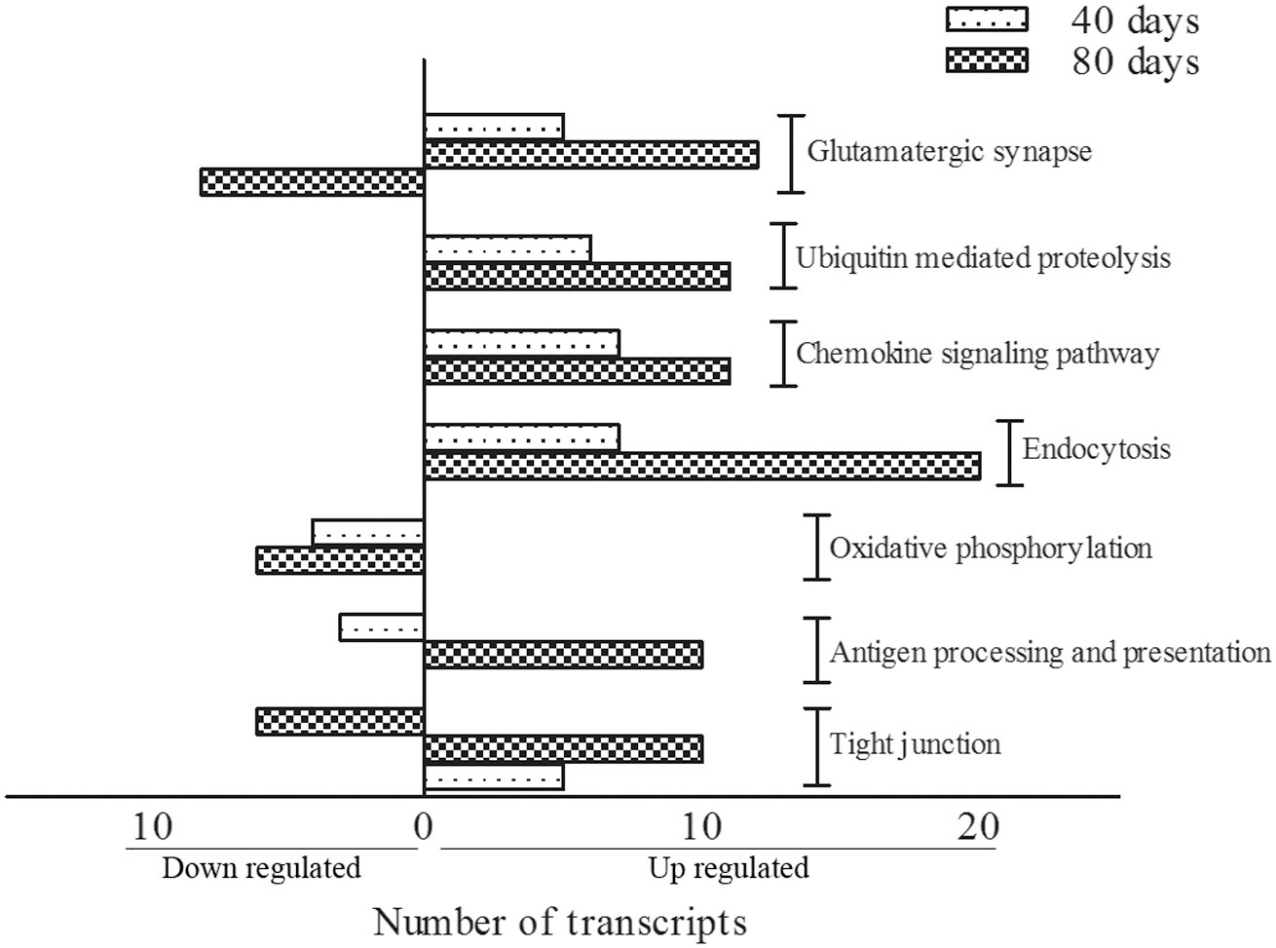
**KEGG pathways classification showing the number of transcripts up regulated and down regulated per category in 40 and 80 days pre-symptomatic SOD1^G93A^ mice in relation to age matched wild-types**. Bars on the left indicate the number of down regulated genes, and bars on the right indicate the number of up regulated genes, for each category.

Some pathways pointed by FunNet were omitted from table because they were composed by genes already presented in other pathways and also genes apparently not related to ALS. They were melanoma, measles, hepatitis C, melanogenesis, pathways in cancer and prostate cancer at 40 days and viral myocarditis and melanogenesis in 80 days results.

The results for GO enriched terms can be found in Tables S4 and S5 in Supplementary material.

### Laser microdissection of astrocytes and qPCR experiment

The profile for GFAP immunofluorescence for specific identification of astrocytes can be found in Figure 2. Our protocol allowed easily identifying the astrocytic profiles (Figure 2A) to be microdissected (Figure 2B). The procedure allowed a complete microdissection of the desired cell type (Figure 2C), the astrocytes in our case. The results of qPCR for *Ube2i*, using the two cycle amplified RNA, from 40 and 80 days mouse laser microdissected astrocytes have shown increased gene expressions in transgenic mice of both pre-symptomatic ages (Figure 3). The *Ube2i* expression was increased by 5.53-fold in the astrocytes from 40 days old SOD1^G92A^ mice and by 1.77-fold change in astrocytes from 80 days old SOD1^G92A^ mice compared to respective age matched wild-type samples.

**Figure 2:**
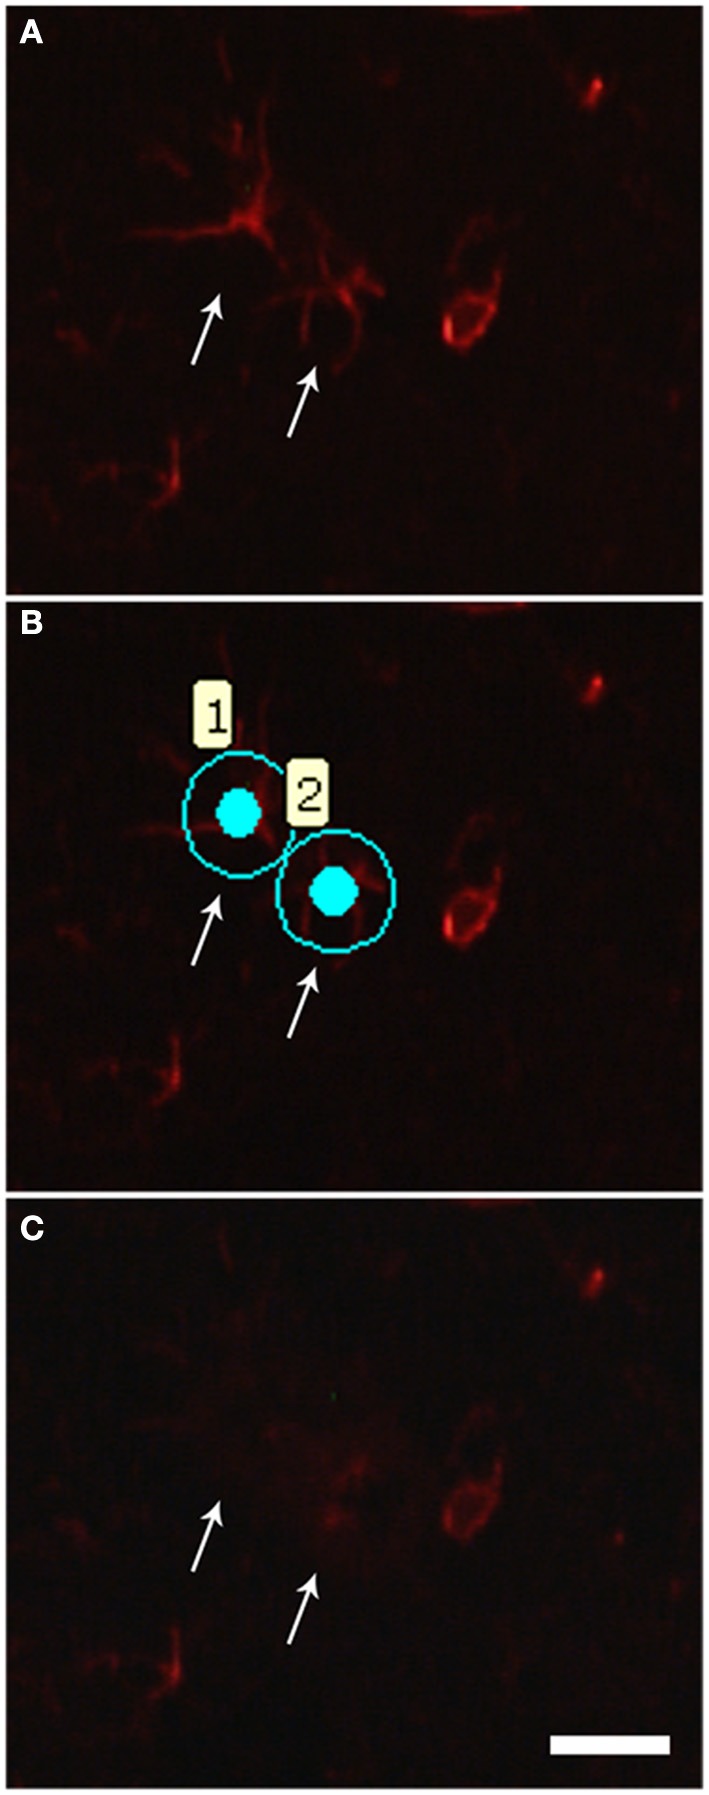
**Photomicrographs illustrating astrocyte laser microdissection process. (A)** The quick GFAP immunofluorescence allows recognizing the astrocytic profiles (arrows). **(B)** Astrocytes (1 and 2) were then selected for microdissection. **(C)** After laser firing and microdissection, selected cells (arrows) can no longer be visualized in the tissue. Scale bars of 20 μm.

**Figure 3:**
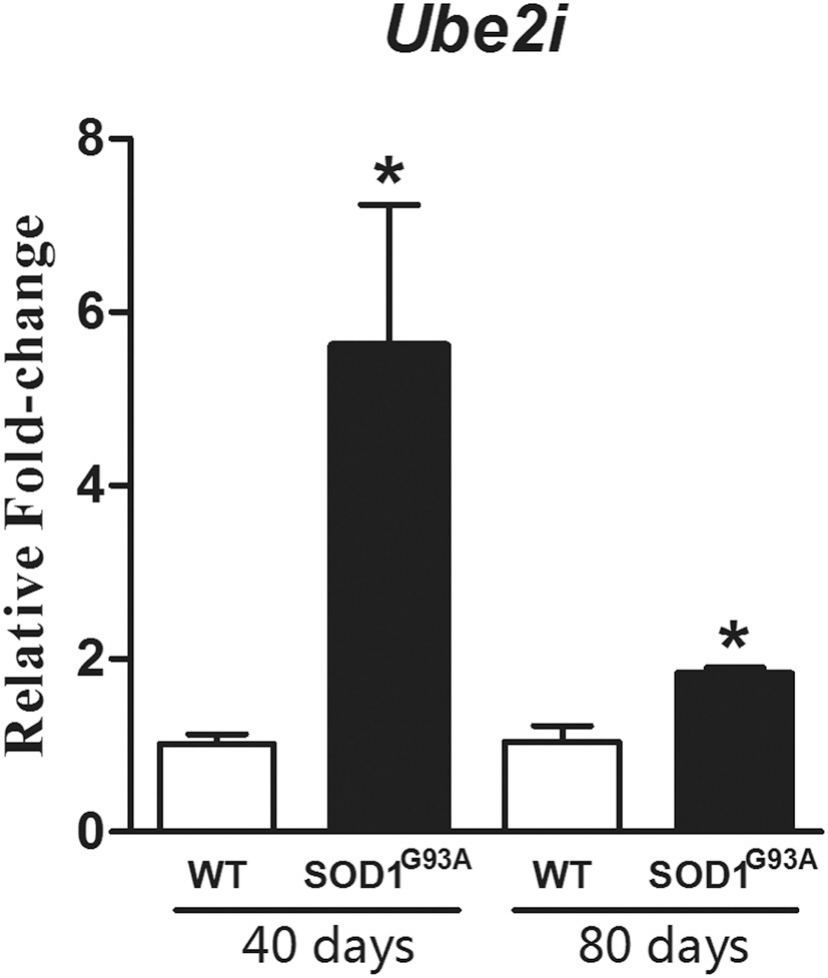
**Graph shows relative fold change values for *Ube2i* in microdissected astrocytes from 40 and 80 days old SOD1^G93A^ mice compared to the age matched wild-type controls (WT)**. Significant increases are seen in both transgenic astrocytes enriched samples. Results are presented as means ± s.e.m. from 3 samples used for each group. ^*^p-value < 0.05, according to unpaired *t*-test.

## Discussion

Gene-expression profiling studies have been conducted in the search of molecular pathways related to motor neuron death in ALS by employing animal models in different phases of the disease and human post mortem material at the very end stage of motor neuron degeneration (Olsen et al., 2001; Dangond et al., 2004; Malaspina and De Belleroche, 2004; Jiang et al., 2005; Perrin et al., 2005; Ferraiuolo et al., 2007, 2011a; Yamamoto et al., 2007; Offen et al., 2009; Brockington et al., 2010; D'arrigo et al., 2010; Guipponi et al., 2010; Saris et al., 2013b).

The analysis of the mechanisms that trigger motor neuron death in the ALS may include evaluation of the altered molecular pathways that are taking place in compromised regions before the occurrence of cell death. Previous works have attempted to describe gene profiling in the pre-symptomatic phases of ALS animal model by employing distinct methodologies (Ferraiuolo et al., 2007; D'arrigo et al., 2010; Guipponi et al., 2010). This is the first work to analyze gene expression profile in the whole lumbar spinal cord of early 40 and 80 days old pre-symptomatic SOD1^G93A^ mouse in a whole genome array platform, which allowed depicting enriched pathways related to possible mechanisms of neuronal toxicity in ALS. Our analysis has pointed to up to 1105 differentially expressed genes in pre-symptomatic periods of SOD1^G93A^ mouse model, a larger number of than described elsewhere (Perrin et al., 2005, 2006). It should be pointed that the average of fold change described in previous publications is about 3, which is higher than that found in our microarray analysis. However, it must be emphasized that subtle changes in gene expression are exactly those that occur in initial stages of disease before the onset of clinical symptoms (Druyan et al., 2008). Moreover, some authors have argued that even small differences can be biologically relevant (Pedotti et al., 2008). Indeed, our qPCR verification analysis revealed higher fold changes than in the microarray, reaching values higher than 2 in the 80 days pre-symptomatic phase, which is closer to the symptom onset. 

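The probes with a p under 0.05 from limma had a median fold change of 1.15 at 40 days and 1.16 at 80 days, in either direction. Their largest fold change was 1.74 at 40 days and 2.34 at 80 days. At 40 days 0 of the 247 probes and at 80 days 3 of the 1216 changed more than 2-fold, and 0 changed more than 3-fold at either age.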

The use of qPCR analysis to qualitatively verify the microarray results is largely accepted in the literature. However, it is well recognized that both methods have quantitative differences (Chuaqui et al., 2002), which are thought to be related to the variation in the hybridization kinetics of the technologies, low fold changes or lack of concordance between transcripts accessed in each method. The number of genes employed in qPCR validation is comparable to that found by other studies (Dallas et al., 2005; Brockington et al., 2010).

The differentially expressed genes with a *p*-value lower than 0.05 were submitted to enrichment analyses based on GO and KEGG databases, which correlated genes to already described related pathways and processes. Modulated genes based on GO evidenced more general biological processes that might be implicated in the ALS mechanisms. Of interest, regulation of astrocyte differentiation, protein retention in endoplasmatic reticulum lumen, Golgi vesicle transport and fructose metabolism, among others, were pointed at the pre-symptomatic 40 days old transgenic mice. At later pre-symptomatic phase of 80 days, the pattern of gene expression identified the GO terms post-Golgi vesicle-mediated transport, tricarboxylic acid cycle (TCA) and mRNA processing, among others. GO database analyses have been largely employed in the ALS research in several phases of the disease (Ferraiuolo et al., 2007, 2011a; Brockington et al., 2010).

Authors have also used the KEGG database to identify overrepresented pathways based on differentially expressed genes obtained by the microarray technique (Mougeot et al., 2011; Kalathur et al., 2012). The KEGG database analysis in the present work pointed to pathways that might be related to ALS mechanism at the pre-symptomatic ages of SOD1^G93A^ mice. Some pathways were found to be common to both pre-symptomatic periods, emphasizing the putative toxic triggering that may last before the onset of classical ALS symptoms with possible significance to mechanisms of initiation of motor neuron degeneration. Those pathways are going to be discussed below. It should be mentioned that alternative splicing have been recently implicated in ALS mechanisms (Lenzken et al., 2011; Singh and Cooper, 2012), however we could not access this biological event because the present analysis employed a platform designed to gene expression studies on 3′UTR that does not allow evaluation of alternative splicing variants.

### Glutamatergic synapse

The microarray profiling study by means of KEEG enriched analysis pointed to the category of glutamatergic synapse pathway in the lumbar spinal cord of ALS SOD1^G93A^. The large number of up regulated genes at 40 and 80 days underlines the excitotoxicity estate mediated by glutamatergic synapse of motor neurons in the pre-symptomatic condition of ALS disease (Bendotti et al., 2001; Gibb et al., 2007; Zhao et al., 2008; Jiang et al., 2009; Sunico et al., 2011). 

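*Gria4* was measured by the probe A_51_P501735 on chromosome 9 from 4337362 to 4337421. Its change between genotypes at 80 days minus that at 40 days was -0.32 on the log2 scale (p = 0.323 from limma's interaction test over 16 arrays, exact permutation p = 0.353). After the reset of bright backgrounds the difference between the ages was -0.30 (p = 0.00352 from limma, exact permutation p = 0.00408). The 2 arrays of 40 days with bright backgrounds had log2 ratios of 2.17 and 2.16 for *Gria4*, and 3.00 and 3.23 after the reset.

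**Figure D5:**
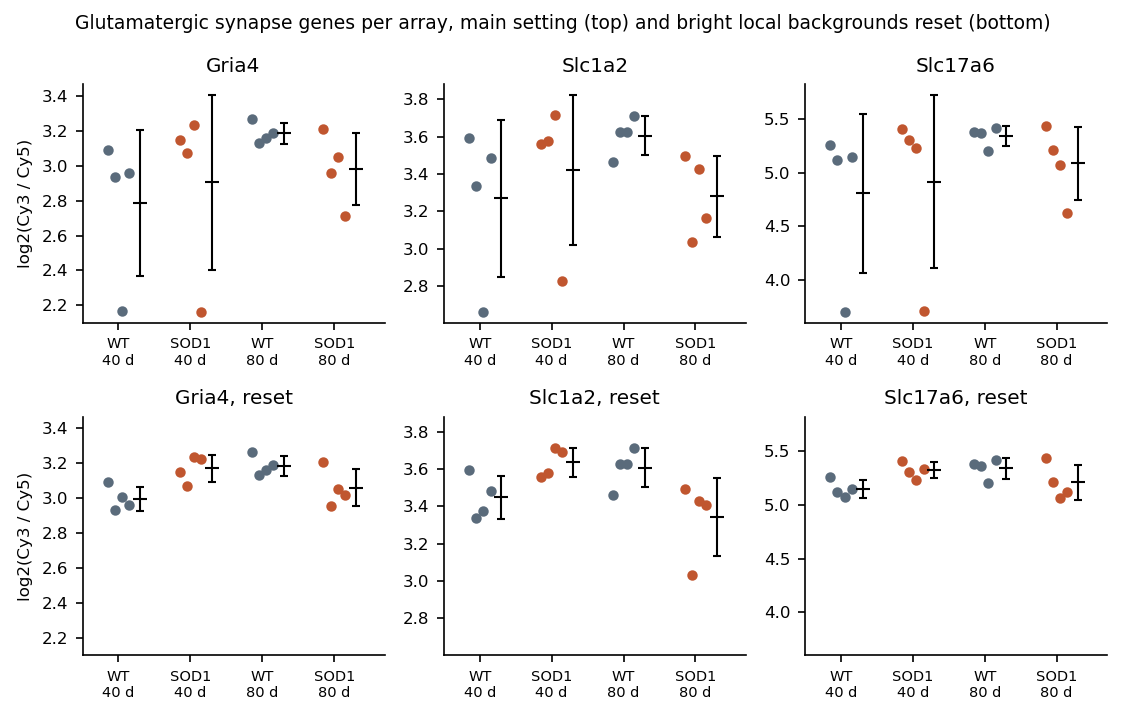
Log2 ratio of Cy3 to Cy5 (vertical axes) of Gria4, Slc1a2 and Slc17a6 for each array of wild-type (WT, grey) and SOD1 G93A mice (SOD1, orange), with mean and SD of 4 arrays, as computed first (top) and after the reset of bright backgrounds (bottom). The lowest points at 40 days, for Gria4 at 2.17 and 2.16, belong to the 2 arrays with bright backgrounds.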

The modulation of GluR4, by means of *Gria4* findings in our microarray analysis, might reflect the dynamic state of the AMPA receptor subunit in the course of pre-symptomatic stages of ALS. 

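At 40 days the log2 ratio of *Gria4* was 2.90 ± 0.50 (SD, n = 4) in SOD1 G93A and 2.79 ± 0.42 (SD, n = 4) in wild-type mice. The change of 0.12 was smaller than the spread between arrays (standard error 0.28, p = 0.688 from limma, exact permutation p = 0.543), and with 1 array left out in turn it ranged from -0.090 to 0.36. It was 0.17 once bright backgrounds were reset (p = 0.0160, exact permutation p = 0.0571). Its other probes changed by -0.23 and -0.014. The paper proposes that a high expression of this AMPA receptor subunit adds to motor neuron toxicity.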

At the early phases of the pre-symptomatic period, highly expressed *Gria4* gene might contribute to the AMPA receptor-mediated motor neuron toxicity, being a very early mechanism of the disease. 

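*Gria4* at 80 days was at 2.98 ± 0.21 (SD, n = 4) in SOD1 G93A and 3.19 ± 0.058 (SD, n = 4) in wild-type mice. It changed by -0.20 (standard error 0.098, p = 0.0660 from limma, exact permutation p = 0.114), and by -0.13 after the reset of bright backgrounds (p = 0.0958, exact permutation p = 0.114). Without SOD1 G93A 80 days replicate 1 the p was 0.0136.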

The down regulation of the *Gria4* at the late pre-symptomatic stage could reflect a transient reactive mechanism to excitotoxic condition preceding motor neuron death. Reductions of GluR4 have been described at cellular level in the late disease stage of SOD1 mice, without alterations at the pre-symptomatic periods (Petri et al., 2005) thus, reflecting a disappearance of GluR4 containing neurons. In fact, imbalance of excitatory to inhibitory synaptic function precedes motor neuron degeneration as described in the spinal cord motor neurons in the late stage of pre-symptomatic phase of SOD1 ALS model by means of cellular analyses (Schutz, 2005). It should be mentioned that Ca^2+^ permeability of the AMPA receptor seems to occur mainly by the presence of the GluR2 subunit in the receptor complex. In fact, GluR2 deficiency clearly accelerated the motor neuron degeneration and shortened the life span of mutant SOD1^G93A^ double transgenic mice (Tateno et al., 2004). Synaptic GluR1 increases/mRNA up regulation, and decreases of synaptic and total GluR2 were found at early ages prior to disease onset thus prompting motor neurons to a higher Ca^2+^-permeable AMPA receptors -induced excitotoxicity (Zhao et al., 2008). The variant C-terminus of GluR4 (GluR4c), an alternative splicing isoform, stabilizes and locates AMPA receptors in the cell membrane, and also seems to potentate actions of GluR2 (Kawahara et al., 2004), thus highlighting the pivotal role of GluR4 subunit in regulating channel properties and trafficking of AMPA receptors. It must be then further clarified the role of GluR4 in the ALS mechanisms and possible dynamic interaction with that subunit with other AMPA receptor subtypes, especially GluR2.

The regulation of *Slc1a2* glial glutamate transporter (named EAAT2 or glial glutamate transporter GLT1) has not been evaluated in details. Excitotoxicity caused by a down-regulation of EAAT2 is thought to be a contributing factor to motor neuron death in ALS. Several mechanisms may account for impairment of EAAT2 function, for instance altered transcription/splicing, post-translational modifications, accelerated degradation, intracelular trafficking and inactivation by caspase-3 cleavage (Heath and Shaw, 2002; Boston-Howes et al., 2006) but not directly to gene regulation processes. It is possible that the impaired EAAT2 function could take place at the very early period of the pre-symptomatic stage, a matter that remains to be elucidated (Bendotti et al., 2001; Sasaki et al., 2001), thus, explaining the *Slc1a2* expression possibly related to motor neuron protection at those ages. 

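*Slc1a2*, which encodes EAAT2, was measured by A_52_P168496 on chromosome 2 from 102628336 to 102628395. At 40 days its log2 ratio was 3.42 ± 0.40 (SD, n = 4) in SOD1 G93A and 3.27 ± 0.42 (SD, n = 4) in wild-type mice. The change of 0.15 had a standard error of 0.25 (p = 0.564 from limma, exact permutation p = 0.514), ranged from -0.052 to 0.35 with 1 array left out in turn, and was 0.19 after the reset of bright backgrounds (p = 0.0232, exact permutation p = 0.0857). The other probe, A_51_P477875, changed by 0.24.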

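At 80 days *Slc1a2* was at 3.28 ± 0.22 (SD, n = 4) in SOD1 G93A and 3.61 ± 0.10 (SD, n = 4) in wild-type mice. The change was -0.33 (standard error 0.11, p = 0.0119 from limma, exact permutation p = 0.0571), and that of its other probe -0.38. The change differed between the ages by -0.48 (p = 0.117 from limma, exact permutation p = 0.147), and after the reset of bright backgrounds by -0.45 (p = 0.00280, exact permutation p = 0.00245).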

The absence of this genomic process in the late pre-symptomatic period might potentiate loss of function of GLT1 thus culminating with the motor neuron death in ALS. Furthermore, the vesicular glutamate transporter 2 (VGLUT2), codified by *Slc17a6* gene, was found to be regulated and related to neuronal death in the pre-symptomatic stage of ALS model (Schutz, 2005; Sunico et al., 2011). The genetic reduction of VGLUT2 protein level in the ALS mouse model accounted for motor neuron rescue without modifying functional impairment (Wootz et al., 2010). It is possible that the up regulation of the *Slc17a6* gene at the early pre-symptomatic stage of the 40 days old SOD1^G93A^ mice potentiates the toxic state of motor neurons.

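*Slc17a6* (A_51_P174996, chromosome 7, 47901886 to 47901945) had a log2 ratio of 4.92 ± 0.81 (SD, n = 4) in SOD1 G93A and 4.81 ± 0.74 (SD, n = 4) in wild-type mice at 40 days. Its change of 0.11 had a standard error of 0.47 (p = 0.819 from limma, exact permutation p = 0.514), and with 1 array left out in turn it ranged from -0.26 to 0.51. After the reset of bright backgrounds the change was 0.17 (p = 0.0186, exact permutation p = 0.0571), while its other probe, A_52_P8197, changed by -0.21 without the reset. At 80 days the change was -0.26 (p = 0.114, exact permutation p = 0.257), a difference between the ages of -0.36 (exact permutation p = 0.451; -0.30 and 0.0180 after the reset).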

### Ubiquitin mediated proteolysis and oxidative phosphorylation

A recent meta-analysis study of the reported gene lists has described the evidences for a shared dysfunction in protein turnover in the ubiquitin-proteasome system in ALS mouse models and ALS patients (Saris et al., 2013a). Moreover, constitutive proteasome was decreased in motor neurons at the pre-symptomatic stage of SOD1^G93A^ (Cheroni et al., 2005), an alternative processes to decrease aggregate formation, thus an attempt to neuroprotect motor neurons of preclinical SOD1^G93A^ mice before the onset of clinical symptoms (Bendotti et al., 2012). That should be the case of *Nedd4* and *Fbxw7* expressions described here, whose encoded molecules have been already correlated to neuroprotection in ALS (Nateri et al., 2004; Matsumoto et al., 2011; Kwak et al., 2012). Moreover, it should be taken into attention the elevation of *Ubc12* in the spinal cord of SOD1^G93A^ mice at the pre-symptomatic phase (Massignan et al., 2007). 

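*Nedd4* (A_51_P295022, chromosome 9, 72775283 to 72775342) was at -0.43 ± 0.098 (SD, n = 4) in SOD1 G93A and -0.62 ± 0.10 (SD, n = 4) in wild-type mice at 40 days. The change of 0.19 had a standard error of 0.076 (p = 0.0359 from limma, exact permutation p = 0.0857), and the p was under 0.05 in 3 of the 8 fits with 1 array left out. Its other probe, A_52_P648424, changed in the opposite direction, by -0.037 (p = 0.533 from limma, exact permutation p = 0.4). At 80 days *Nedd4* changed by -0.10, a sign that turned without normalization within arrays (0.0054), and the difference between the ages was -0.30 (p = 0.0280 from limma, exact permutation p = 0.0290). *Fbxw7* (A_52_P101184, chromosome 3, 85083691 to 85083750) was at 1.41 ± 0.13 (SD, n = 4) and 1.26 ± 0.16 (SD, n = 4) at 80 days. It changed by 0.15 (p = 0.148 from limma, exact permutation p = 0.2), and by 0.20 after the reset of bright backgrounds (p = 0.0418, exact permutation p = 0.0571).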

*Ubc12* is an ubiquitin E2 ligase that adds NEDD-8 to substrates. *Ubc12* elevation in pre-symptomatic ALS was correlated to a tentative response to protein aggregation (Massignan et al., 2007). Interestingly, *Nedd8* gene was down regulated in our microarray analysis only in 80 days old mice, possibly representing a failure of the above described process close to the period of clinical onset.

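*Nedd8* (A_51_P416869, chromosome 14, 50529907 to 50529966) changed by 0.00045 at 40 days (p = 0.994 from limma, exact permutation p = 1). At 80 days its log2 ratio was 0.45 ± 0.14 (SD, n = 4) in SOD1 G93A and 0.70 ± 0.059 (SD, n = 4) in wild-type mice. This change of -0.26 had a standard error of 0.079 and showed in all 4 arrays of each group (p = 0.00824, exact permutation p = 0.0286). The change differed between the ages by -0.26 (p = 0.0183 from limma, exact permutation p = 0.0269). Without normalization within arrays the change at 80 days was -0.14 and no longer had a p under 0.05, a setting under which the median of all probes shifted by 0.10. *Ube2m*, the mouse gene for Ubc12 (A_52_P665386, chromosome 7, 11622171 to 11622230), was higher at 80 days, at 1.28 ± 0.23 (SD, n = 4) against 0.93 ± 0.26 (SD, n = 4). Its change of 0.34 had a p of 0.0380 from limma (exact permutation p = 0.114), and 0.112 without SOD1 G93A 80 days replicate 2, while the other probe, A_51_P100246, changed by 0.35.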

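The oxidative phosphorylation genes with probes, 84 subunit genes chosen by symbol (Nduf, Sdh, Uqcr, Cox and Atp5), were tested as a set with limma's camera at a correlation between genes of 0.01. At 40 days their median change was -0.017 (adjusted p = 0.365). At 80 days it was -0.066 (adjusted p = 4.30e-05), and the score of the set, the median deviation of its genes from their means over all arrays, was lower on all 4 SOD1 G93A arrays than on all 4 wild-type arrays. Without normalization within arrays the median of the set turned to 0.046, while that of all probes rose to 0.10, so that relative to all probes the set changed by -0.058. Adjustment covered all sets and both ages, and of the 11 sets called by camera none was called with the correlation estimated from the data or by fry. Single genes of the pathway at 40 days were *Ndufb11* (A_51_P205573) at -0.19 (p = 0.0313 from limma, exact permutation p = 0.0571), *Ndufb8* (A_51_P247873) at -0.16 (p = 0.0270, exact permutation p = 0.0286), *Uqcrh* at -0.091 and *Cox4i1* at -0.0020. At 80 days *Cox7b* changed by -0.31, *Cox7a2* by -0.30, *Ndufa5* by -0.23, *Ndufb3* by -0.22 and *Ndufb7* by -0.22, each with no overlap of the groups (exact permutation p = 0.0286), and *Cox6b2* by -0.052 (exact permutation p = 0.457).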

The down regulation of genes over-representing the oxidative phosphorylation category at both pre-symptomatic ages of ALS mice seen in this work may be related to the progressive deteriorations of mitochondrial function and oxidative phosphorylation system described at pre-symptomatic ALS phases (Lin et al., 2009; Chen et al., 2010; Martin, 2010, 2011; Koopman et al., 2013), thus triggering reactive oxygen species (ROS) production (Manfredi and Xu, 2005) and motor neuron vulnerability before the onset of clinical symptoms. It is also interesting to notice that the TCA was seen as an over-represented GO term (Table S5, Supplementary material) in the up-regulated 80 days gene expression list. 

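A list of 18 genes of the TCA cycle had a median change of 0.061 at 80 days (camera, adjusted p = 0.00857) and of -0.022 at 40 days (adjusted p = 0.258). These p-values assume a correlation between genes of 0.01. At 80 days it was estimated at 0.13, and the adjusted p was then 0.55 from camera. By fry the adjusted p was 0.712. At 80 days 3 of the 4 SOD1 G93A arrays had a score of the list above that of 3 of the 4 wild-type arrays.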

The TCA cycle is responsible to provide substrate to oxidative phosphorylation (Koopman et al., 2013) and its up regulation was previously seen in laser microdissected motor neurons from a VEGF model of ALS already in the pre-symptomatic period (Brockington et al., 2010). All in all, a possible mechanism of oxidative phosphorylation in the astrocyte-neuronal unit taking place in pre-symptomatic ALS might amplify motor neuron vulnerability to ROS damage.

### Chemokine signaling pathway and tight junction

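Of the genes listed in chemokine signaling, those with a p under 0.05 from limma at 80 days were *Adcy5* (0.42), *Adcy3* (0.25), *Ptk2* (0.22), *Prex1* (0.20) and *Gng12* (0.17). Their exact permutation p was 0.0286 for *Ptk2* and *Gng12*, 0.0571 for *Prex1* and 0.143 for *Adcy5* and *Adcy3*. At 40 days *Gsk3b* had the largest change, 0.23 (p = 0.269 from limma, exact permutation p = 0.343), and 0.26 after the reset of bright backgrounds (p = 0.00529, exact permutation p = 0.0286).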

The up regulation of all genes in the category chemokine signaling pathway in the pathogenesis of ALS is in agreement to previous publications (Henkel et al., 2006; Zhang et al., 2006; Rentzos et al., 2007; Kuhle et al., 2009; Sargsyan et al., 2009; Tateishi et al., 2010; Gupta et al., 2012). The up regulation of *Cxcr4* and *Pik3r1* described in this work is an important finding because the genes might be involved in non-autonomous toxicity in the early phase of ALS (Shideman et al., 2006; Luo et al., 2007; Manzano et al., 2011). Furthermore, disruption of blood-brain barrier and blood-spinal cord barrier are described as early events in ALS, thus impairing neurovascular unit prior motor neuron degeneration (Garbuzova-Davis et al., 2011, 2012; Grammas et al., 2011; Miyazaki et al., 2011). Indeed, reduced levels of adhesion molecules and the tight junction proteins zona occludens-1, occludin and claudin-5 are shown in post mortem tissue from patients and in ALS animal models (Zhong et al., 2008; Arhart, 2010; Garbuzova-Davis et al., 2012).

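*Cxcr4* (A_52_P585124, chromosome 1, 128468640 to 128468699) was at -0.90 ± 0.28 (SD, n = 4) in SOD1 G93A and -1.0 ± 0.29 (SD, n = 4) in wild-type mice at 40 days, and was well above background on 2 of the 4 wild-type arrays. The change of 0.10 had a p of 0.578 from limma (exact permutation p = 0.486) and was 0.087 after the reset of bright backgrounds (p = 0.177, exact permutation p = 0.114). *Pik3r1* (A_52_P307938, chromosome 13, 98797997 to 98799039) was at 0.55 ± 0.19 (SD, n = 4) and 0.42 ± 0.17 (SD, n = 4), a change of 0.12 (p = 0.317, exact permutation p = 0.314). After the reset *Pik3r1* changed by 0.16, with no overlap of the groups (p = 0.0212 from limma, exact permutation p = 0.0286), while its 3 other probes changed by -0.0017, -0.0060 and -0.028 without the reset.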

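Among tight junction genes, the claudins with probes were tested as a set with camera. The 10 claudins measured at 40 days had a median change of 0.013 (adjusted p = 0.858), a sign that turned without normalization within arrays (-0.12, with the median of all probes also at -0.12). At 80 days 11 claudins had a median change of -0.096 (adjusted p = 0.097). Beside *Actg1*, the smallest p-values from limma at 80 days were those of *Gnai2* (A_52_P845245) at -0.24, *Llgl1* at 0.26, *Epb4.1l2* at 0.30 and *Myh14* at 0.22, apart from *Cldn10*, each with no overlap of the groups (exact permutation p = 0.0286).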

Our KEGG enriched analysis also demonstrated the modulation of tight junction related genes. Of substantial interest, we might point out the up regulation of *Cldn11* at 40 days and the down regulation of *Cldn10* at 80 days pre-symptomatic ALS mice, in agreement to previous description on differential regulation of tight junction genes related to specific characteristics of ALS clinical evolution (Henkel et al., 2009).

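*Cldn11* (A_51_P409452, chromosome 3, 30976006 to 30976065) was at 6.07 ± 0.35 (SD, n = 4) in SOD1 G93A and 5.94 ± 0.43 (SD, n = 4) in wild-type mice at 40 days. The change of 0.13 (p = 0.605 from limma, exact permutation p = 0.514) ranged from -0.085 to 0.30 with 1 array left out in turn and was 0.17 after the reset of bright backgrounds (p = 0.0322, exact permutation p = 0.0857). At 80 days it changed by -0.21 (p = 0.0415 from limma, exact permutation p = 0.114), and by -0.15 after the reset (p = 0.189, exact permutation p = 0.286). The difference between the ages was -0.34 (exact permutation p = 0.282; -0.32 and 0.0396 after the reset). *Cldn10* (A_51_P456465, chromosome 14, 113277851 to 113277910) was at 1.57 ± 0.25 (SD, n = 4) in SOD1 G93A and 2.03 ± 0.17 (SD, n = 4) in wild-type mice at 80 days. Its change of -0.45 showed in all 4 arrays of each group (p = 0.00547 from limma, exact permutation p = 0.0286). At 40 days *Cldn10* changed by -0.042, and the difference between the ages was -0.41 (p = 0.146 from limma, exact permutation p = 0.212).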

It is also important to highlight the particular modulation of the *Kras* gene, which has been up regulated at the age of 40 days and down regulated at the age of 80 days. The *Kras* gene is an oncogene that was located in the tight junction category by the KEGG analysis probably due its relation to topography of invading/proliferating cells in the scenario of neurodegenerative processes. Moreover, Kras proteins regulate cell activities such as proliferation, differentiation, apoptosis, and cell migration, those taking place in neurodegenerative processes-induced astroglial/microglial activation as well as expression of inflammatory and neurotrophic/neurotoxic mediators (Rotshenker, 2009). There is a marked proliferation/activation of both microglia and astrocytes at specific disease stages in ALS mouse models (Hall et al., 1998; Weydt et al., 2002) leading to the production of neuroprotective or pro-inflammatory molecules, which can decrease or increase the rate of primary motor neuron degeneration, respectively. Taken all together, up regulation of *Kras* gene at the early pre-symptomatic phase is in line with the early glial proliferative and reactivity events that will initiate the toxic triggering of non-autonomous cells and also the glial neuroprotective mechanisms to maintain temporarily the motor neurons. Later in that period, still before neuronal degeneration taking place, *Kras* gene down regulation might allow glial cells to drive toxic insult.

### Endocytosis and antigen processing and presentation

Endocytosis was an additional over-represented pathway in the pre-symptomatic stage of ALS. 

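The 6 genes listed in endocytosis with a p under 0.05 from limma at 80 days were all H2 genes, which the antigen processing pathway also lists. Of the others, *Chmp1a* had the largest change at 80 days, 0.32 (p = 0.0971 from limma, exact permutation p = 0.2), and *Ap2a1* changed by 0.21 (p = 0.0624, exact permutation p = 0.114). With bright backgrounds reset *Ap2a1* changed by 0.26 (p = 0.00733 from limma, exact permutation p = 0.0286). At 40 days *Epn1* changed by 0.18 (exact permutation p = 0.2; 0.20 and 0.0286 after the reset) and *Wwp1* by 0.16 (exact permutation p = 0.171; 0.17 and 0.0571 after the reset).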

Genes found before clinical onset pointing to endocytosis have been related to clathrin-dependent/independent endocytosis, autophagy and also neurotransmission (Massey et al., 2006; Luo et al., 2007; Kon and Cuervo, 2010; McMahon and Boucrot, 2011; Elmer and McAllister, 2012), thus, related to extracellular turnover, repair of molecular processes and neuroprotection (Le Roy and Wrana, 2005; Doherty and McMahon, 2009; McMahon and Boucrot, 2011; Polymenidou and Cleveland, 2011). Disruption of these processes has been implicated as a general feature in the pathogenesis of ALS (Otomo et al., 2012), whereas there is a lack of information on that issue in pre-symptomatic periods (Morimoto et al., 2007; Tian et al., 2011). Clathrin-mediated endocytosis has a range of different physiological functions, remarkably the regulation of surface proteins, nutrition, activation of signaling pathways, protein trafficking and degradation of membrane components, in fact, mechanisms that might occur at the pre-symptomatic phases of ALS.

It is likely that the regulation of the genes for the heat shock proteins *Hspa1a* and *Hspa8* (also known as Hsp70-3 and Hsc70, respectively), described in our work is related to neuroprotective events before neurodegeneration, once treatment with recombinant human Hsp70 was able to both increase lifespan (Gifondorwa et al., 2007) and decrease neuromuscular junction denervation (Gifondorwa et al., 2012) in the SOD1^G93A^ mouse model. This protective role of Hsp70 has been also supported by other authors (Bruening et al., 1999; Takeuchi et al., 2002; Kieran et al., 2004). 

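*Hspa1a* (A_52_P82741, chromosome 17, 33066911 to 33066970) was at 0.66 ± 0.23 (SD, n = 4) in SOD1 G93A and 0.60 ± 0.22 (SD, n = 4) in wild-type mice at 40 days, a change of 0.058 (p = 0.697 from limma, exact permutation p = 0.743). Its 2 other probes changed by 0.14 and 0.16. *Hspa8* was listed in Table S2 by the probe A_51_P170371, which the files place on chromosome 5 from 5787852 to 5787911. It was at 1.51 ± 0.050 (SD, n = 4) and 1.49 ± 0.16 (SD, n = 4) at 80 days, a change of 0.021 (p = 0.809 from limma, exact permutation p = 0.771). The probe A_52_P12877 (chromosome 5, 5788853 to 5788912) changed by 0.36 (p = 0.0118 from limma, exact permutation p = 0.0571).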

Actually, the increase of Hsc70 in the spinal cord of transgenic mice at pre-symptomatic ages of disease (Basso et al., 2009) and the demonstration of ubiquitinated Hsc70-induced degradation of mutant SOD1 (Urushitani et al., 2004) emphasized the possible neuroprotective role of heat shock protein regulation described in our work.

Furthermore, antigen processing and presentation pathway was also pointed as enriched among down regulated genes in 40 days old and up regulated genes in 80 days old pre-symptomatic SOD1^G93A^ mice. 

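The set of MHC class I genes, 18 genes with probes, was chosen by present or former symbol (H2-K, H2-D, H2-Q, H2-T, H2-M, H2-Bl and *B2m*). By this rule it may hold genes that are not of class I, such as *Pfdn6*. The set had a median change of 0.030 at 40 days (camera, adjusted p = 0.722). This sign turned without normalization within arrays (-0.089, with the median of all probes at -0.12). At 80 days their median change was 0.31 (adjusted p = 2.36e-06). All 4 SOD1 G93A arrays had a score of the set above the median of the wild-type arrays, and 2 of them lay within the range of the wild-type arrays.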

Genes presented in 40 and 80 days lists are mostly related to major histocompatibility complex (MHC) class I (*H2-Bl*, *H2-K1*, *H2-Q1*, *H2-Q10*, *H2-Q2*, *H2-Q7*, *H2-T22*, *H2-T23*—80 days ALS mice), molecules necessary for peptide loading (*Tap2*—80 days ALS mice) and to surface expression (*B2m*—40 days ALS mice) (Kimura and Griffin, 2000). 

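At 80 days *H2-K1* (A_52_P474242, chromosome 17, 32077868 to 32078115) was at 0.12 ± 0.13 (SD, n = 4) in SOD1 G93A and -0.42 ± 0.38 (SD, n = 4) in wild-type mice. Its change of 0.54 had a p of 0.00825 from limma (exact permutation p = 0.0857). *H2-T23* (A_51_P237754, 34134435 to 34134671) was at -0.12 ± 0.11 (SD, n = 4) and -0.73 ± 0.45 (SD, n = 4), a change of 0.61 (p = 0.00858, exact permutation p = 0.0857). *H2-Q2* (A_51_P219789) changed by 0.59 (p = 0.0168 from limma, exact permutation p = 0.114) and *H2-Q7* (A_51_P262079) by 0.58 (p = 0.0154, exact permutation p = 0.0857). *H2-Q1* (A_51_P425048) changed by 0.52 (p = 0.00324 from limma, exact permutation p = 0.0571) and *H2-Q10* (A_51_P496997) by 0.52 (p = 0.0200, exact permutation p = 0.114), and all 4 genes lie on chromosome 17. The p of *H2-Q10* was 0.0590 without wild-type 80 days replicate 4 and that of *H2-Q2* 0.0521 without wild-type 80 days replicate 2. *H2-T22* (A_51_P432544) changed by 0.23 (p = 0.0597 from limma, exact permutation p = 0.114) and *H2-Bl* (A_52_P350519) by 0.20 (p = 0.0655, exact permutation p = 0.0857). The sequences of class I genes are similar, and whether a probe binds transcripts of the others was not tested. *Tap2* (A_52_P86176, chromosome 17, 32294682 to 32295269) was at 0.16 ± 0.064 (SD, n = 4) and -0.11 ± 0.10 (SD, n = 4). This change of 0.28 showed in all 4 arrays of each group (p = 0.00281 from limma, exact permutation p = 0.0286), and it differed between the ages by 0.37 (p = 0.00610, exact permutation p = 0.0110).

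**Figure D6:**
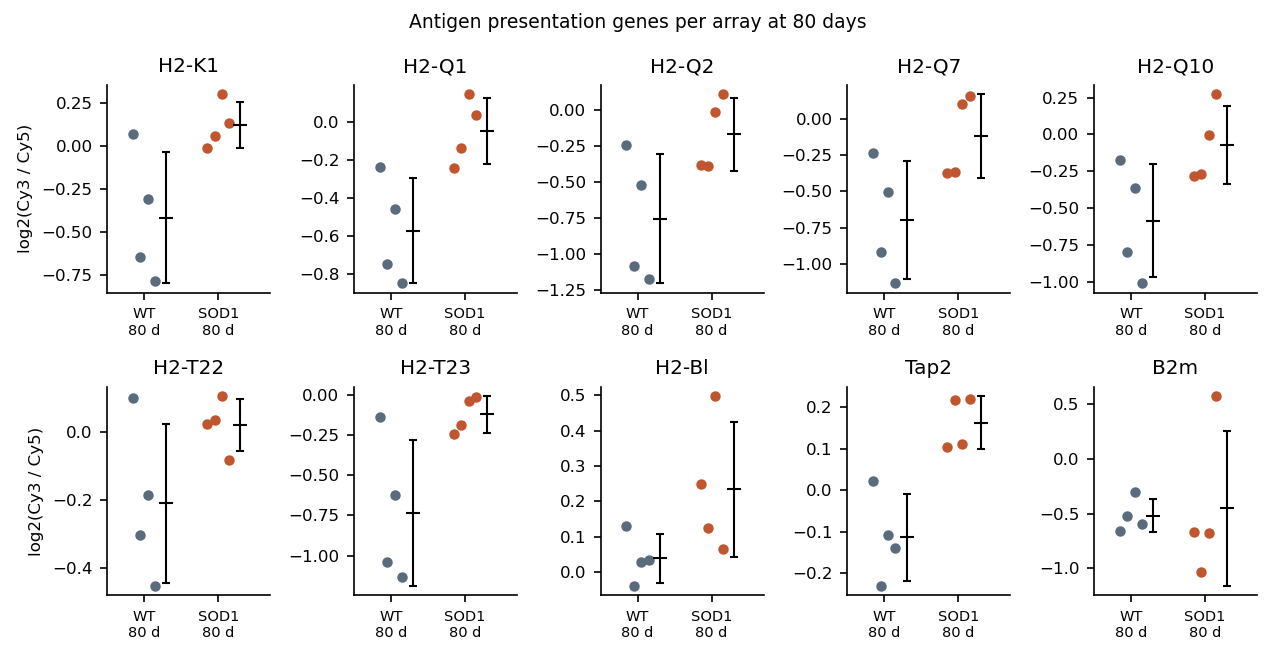
Log2 ratio of Cy3 to Cy5 (vertical axes) of 10 antigen presentation genes for each array of wild-type (WT, grey) and SOD1 G93A mice (SOD1, orange) at 80 days, with mean and SD of 4 arrays. The genotypes overlap for all 9 genes other than Tap2, and the means of B2m, -0.45 and -0.52, rest on 1 SOD1 G93A array far above the others.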

*B2m* gene, possibly via cell surface MHC class I molecules, has been implicated in the synaptic plasticity at dendrites and axonal regeneration after peripheral nerve axotomy (Oliveira et al., 2004). It is possible that the down regulation of *B2m* in spinal cord from SOD1^G93A^ at pre-symptomatic ages is related to axonal and dendritic retractions and displacement of neuromuscular junction described as one of the earliest events faced by motor neurons in ALS models (Fischer et al., 2004). 

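*B2m* (A_51_P129012, chromosome 2, 121893518 to 121893577) was at -0.90 ± 0.090 (SD, n = 4) in SOD1 G93A and -0.65 ± 0.17 (SD, n = 4) in wild-type mice at 40 days. The change of -0.25 had a standard error of 0.093 (p = 0.0269 from limma, exact permutation p = 0.0857), and the p was under 0.05 in 4 of the 8 fits with 1 array left out. The probe A_51_P129006 changed by -0.24 (p = 0.0276 from limma, exact permutation p = 0.0286). At 80 days *B2m* was at -0.45 ± 0.71 (SD, n = 4) and -0.52 ± 0.15 (SD, n = 4), a change of 0.065 (p = 0.822, exact permutation p = 1) that was -0.28 without SOD1 G93A 80 days replicate 4, with a p of 0.0368 from limma. The difference between the ages was 0.32 (p = 0.367 from limma, exact permutation p = 0.478).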

Our findings are in line with a description of down regulation of B2m protein reported in cerebrospinal fluid of ALS patients (Brettschneider et al., 2008), thus emphasizing the importance of its regulation in ALS. Additionally, *Rfxank* was down regulated at 40 days in our analysis, which is in agreement to a loss of MHC-II neuronal expression concurrent with abundant MHCII-positive microglia surrounding motor neurons in the pre-symptomatic SOD1^G93A^ mice (Casas et al., 2013), thus, interfering with the neuroimmunemodulation mediated by microglia (Graber et al., 2010; Sanagi et al., 2010). 

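*Rfxank* (A_52_P484838, chromosome 8, 68589867 to 68590286) was at 0.081 ± 0.20 (SD, n = 4) in SOD1 G93A and 0.21 ± 0.043 (SD, n = 4) in wild-type mice at 40 days. Its change of -0.13 had a standard error of 0.10 (p = 0.230 from limma, exact permutation p = 0.343). At 80 days the change was -0.34 (p = 0.00650 from limma, exact permutation p = 0.0571), and the difference between the ages was -0.21 (p = 0.165, exact permutation p = 0.293).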

All in all, dysregulation of genes related to antigen processing and presentation might account for a number of intercellular mechanisms able to amplify the harmful non-autonomous cell toxicity at the pre-symptomatic stages of ALS.

### Laser microdissection of astrocytes

We performed laser microdissection of GFAP positive astrocytes from lumbar spinal cord ventral horn of SOD1^G93A^ transgenic and wild-type mice in the same pre-symptomatic ages of microarray analysis. The use of laser microdissection has been gained importance in recent years, once it allows specific cell enrichment from complex tissues, revealing to be a powerful tool in the study of neurodegenerative disorders in which individual cell types are known to be differentially involved in disease stages. The advantage of the methodology is the possibility to address molecular biology in the context of *in vivo* cellular analysis. The method is of substantial importance to evaluate changes in the astrocytes, the glial cell involved remarkably in toxic mechanisms of ALS. A previous study has employed laser microdissection of astrocytes to perform microarray experiments in ALS mouse model (Ferraiuolo et al., 2011a). The pattern of gene expression was first evaluated in the lumbar regions of the spinal cord in the present analysis, thus, taking into account all cell types from tissue. The depicted pathways represented the state of intercellular interaction in the pre-symptomatic studied periods of the ALS mouse model. The selected genes to be evaluated in type-specific cell, which is the case of *Ube2i* in the laser microdissected astrocytes described herein, would allow a closer analysis of astrocyte participation in the context of the neighbor cell toxicity. The *Ube2i* gene was then chosen for further evaluation in astrocytes by qPCR because astrocytes exert a non-autonomous cell toxicity to motor neurons and because SUMOylation pathway has gained importance in ALS mechanisms recently (for review, see Dangoumau et al., 2013). Increases of gene expression for *Ube2i* were found in enriched astrocytes samples from 40 and 80 days old pre-symptomatic mice, a regulation still not presented in the literature in that stage of disease, thus, entering in the context of ALS pathogenesis. In fact, conjugation of small ubiquitin-like modifier (SUMO) molecules involves a series of steps, being the ubiquitin conjugating enzyme E2, codified by *Ube2i* gene, responsible for the recognition of the target protein. SUMOylation is involved in the cellular response to oxidative stress, hypoxia, glutamate excitotoxicity and proteasome impairment, events that have been linked to motor neuron toxicity in ALS (Xu et al., 2011). Moreover, studies are required to determine the precise implication of the SUMO pathway in regulating the balance between cellular adaptive and neuroprotective response to stress (Fei et al., 2006; Dangoumau et al., 2013) with a special importance to motor neuron in the pre-symptomatic stage of ALS. Nevertheless, as discussed previously in this report, glutamate astroglial excitotoxicity faced by motor neurons in ALS is also hamfull by the cleavage of EAAT2 in the ventral horn of the spinal cord (Martin et al., 2007; Foran et al., 2011). The proteolytic fragments may be SUMOylated and accumulated in the nucleus of astrocytes (Boston-Howes et al., 2006; Foran et al., 2011) as described in SOD1^G93A^ mice, worsening the gliotoxic effects of astrocytes to motor neurons (Foran et al., 2011). Taking together, SUMOylation process and expression of *Ube2i* might participate in complex events related to the astrocyte-neuron unit in ALS, and future works are required to address specific cellular events.

In conclusion, the present work gives further evidence about molecular events taking place in the spinal cord from ALS mouse model before the onset of classical symptoms. The gene expression changes reflect responses for both neuroprotection and toxicity at the spinal cord in the evaluated periods. Indeed, the study of Ube2i expression in astrocytes adds novel insights for the participation of this cell type on the early mechanisms in ALS.

## Author contributions

Gabriela Pintar de Oliveira and Chrystian J. Alves performed the experiments. All authors designed the study, analyzed the results and wrote the manuscript. All authors read and approved the final manuscript.

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Early gene expression changes in spinal cord from SOD1G93A Amyotrophic Lateral Sclerosis animal model
**Source:** Front Cell Neurosci. 2013 Nov 18;7:216. doi: 10.3389/fncel.2013.00216
**Supplement:** Supplementary file 1

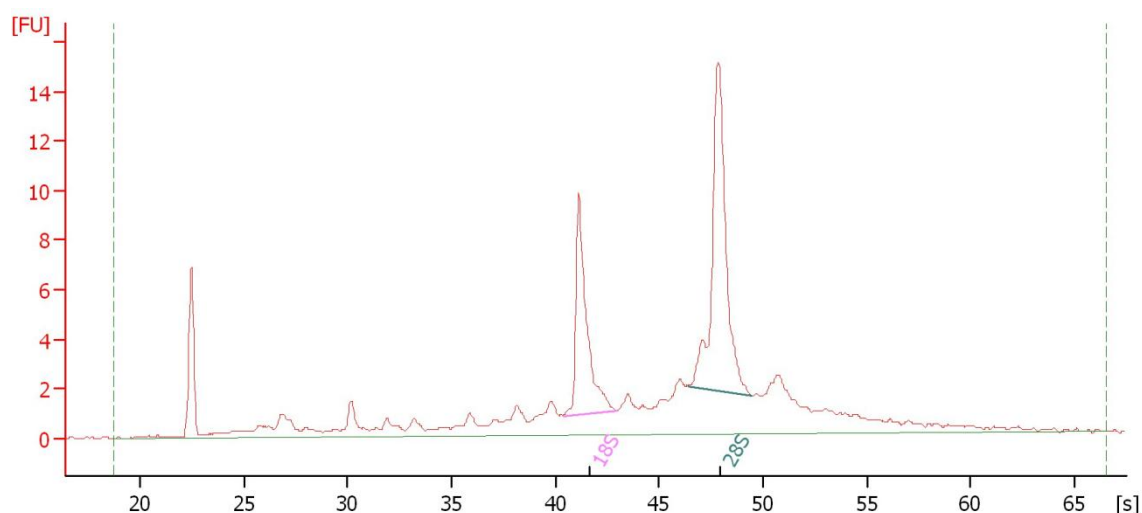

Figure S1. Eletropherogram representative of the results of RNA integrity obtained from samples employed in the experiments. The RNA integrity calculation is based on the ratios between 28S and 18S subunits from ribosomal RNA. The sample chosen for illustration presented a RNA integrity number (RIN) equal 8.4, once values of all samples ranged from 8 to 8.9.

Table S1. List containing differentially expressed genes ( $p < 0.05$ ) in 40 days old mice obtained from microarray analysis.

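The table of 40 days holds 492 probes, 337 with a positive and 155 with a negative log2 fold change, which is the difference between the group means of the deposited Cy3 values. The reference channel does not enter these values. From the ratio of Cy3 to Cy5, 484 of the 492 probes (98.4%) had the sign of the table, and 89 had a p under 0.05 from limma in that direction, or 264 after the reset of bright backgrounds. These counts rest in part on the choice of the probes, since Cy3 enters the ratio.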

Positive and negative values correspond to up and down regulation changes, respectively.

Table S2. List containing differentially expressed genes ( $p < 0.05$ ) in 80 days old mice obtained from microarray analysis.

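The table of 80 days holds 1105 probes, 672 positive and 433 negative. From the ratio of Cy3 to Cy5, 1081 of them (97.8%) had the sign of the table, and 599 had a p under 0.05 from limma in that direction, or 709 after the reset of bright backgrounds, counts that rest in part on the choice of probes by Cy3.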

Positive and negative values correspond to up and down regulation changes, respectively.

Table S3. qPCR data of selected genes for verification

Table presents differentially expressed genes according to microarray data ( $p < 0.05$ ) evaluated by means of qPCR for verification. The genes *Glg1*, *Aqp4* and *Calca* were evaluated at the 40 days old SOD1<sup>G93A</sup> pre-symptomatic mice, while *Eef2*, *Nsg1* and *Syt10* were evaluated at 80 days old SOD1<sup>G93A</sup> pre-symptomatic mice. The genes were selected considering their importance in the mechanisms of cellular signaling related to neuronal trophism and plasticity with possible implications for ALS. The regulation of expression of studied genes on qPCR presents the same direction than the observed in microarray experiments (Tables S1 and S2)

Table S4. Over-represented GO terms amongst differentially expressed up or down regulated genes at 40 days old mice.

#### negative regulation of oligodendrocyte differentiation

#### fructose 2,6-bisphosphate metabolic process

#### positive regulation of branching involved in ureteric bud morphogenesis

#### positive regulation of phosphatidylinositol 3-kinase cascade

#### nucleosome assembly

#### translational initiation

#### cell projection organization

### **Pathways pointed by down regulated genes**

#### protein retention in ER lumen

#### carnitine metabolic process, CoA-linked

fatty acid beta-oxidation using acyl-CoA dehydrogenase

11363 *Acadl* acyl-Coenzyme A dehydrogenase, long-chain

golgi vesicle transport

27096 *Trappc3* trafficking protein particle complex 3

93739 *Gabarapl2* gamma-aminobutyric acid (GABA) A receptor-associated protein-like 2

elastic fiber assembly

17880 *Myh11* myosin, heavy polypeptide 11, smooth muscle

23876 *Fbln5* fibulin 5

negative regulation of oligodendrocyte differentiation

12387 *Ctnnb1* catenin (cadherin associated protein), beta 1

15902 *Id2* inhibitor of DNA binding 2

protein homotetramerization

11363 *Acadl* acyl-Coenzyme A dehydrogenase, long-chain

330817 *Dhps* deoxyhypusine synthase

cartilage condensation

12167 *Bmpr1b* bone morphogenetic protein receptor, type 1B

12814 *Col11a1* collagen, type XI, alpha 1

positive regulation of osteoblast differentiation

12167 *Bmpr1b* bone morphogenetic protein receptor, type 1B

12387 *Ctnnb1* catenin (cadherin associated protein), beta 1

positive regulation of macrophage differentiation

12310 *Calca* calcitonin/calcitonin-related polypeptide, alpha

15902 *Id2* inhibitor of DNA binding 2

negative regulation of osteoclast differentiation

12310 *Calca* calcitonin/calcitonin-related polypeptide, alpha

12387 *Ctnnb1* catenin (cadherin associated protein), beta 1

regulation of cellular component organization

16568 *Kif3a* kinesin family member 3A

55942 *Sertad1* SERTA domain containing 1

56213 *Htra1* HtrA serine peptidase 1

78558 *Htra3* HtrA serine peptidase 3

---

Table S5. Over-represented GO terms amongst differentially expressed up or down regulated genes at 80 days old mice.

#### glycoprotein biosynthetic process

#### cellular response to glucagon stimulus

#### homophilic cell adhesion

#### ATP catabolic process

#### endocytosis

#### mRNA processing

#### **Pathways pointed by down regulated genes**

##### **Gene ID   Gene Symbol   Gene Name**

##### positive regulation of nitric-oxide synthase activity

##### ionotropic glutamate receptor signaling pathway

##### positive regulation of BMP signaling pathway

##### endochondral ossification

##### protein monoubiquitination

##### chromatin remodeling

#### gamma-aminobutyric acid signaling pathway

#### protein ubiquitination involved in ubiquitin-dependent protein catabolic process

#### glycoprotein metabolic process

#### rRNA processing

#### translational elongation

#### mRNA processing

---

### Protocol for astrocyte enrichment

Laser microdissected astrocytes samples were submitted to PCRs to certify about purity of samples. Primers to evaluate the presence of astrocyte, microglia and motor neuron, respectively *Gfap*, *Cd68* and *Chat*, are shown in Figure S2B. The reactions were performed to 20 µl final volume, using GoTaq Flexi DNA Polymerase (Promega), according to manufacturers and 500 nM of each primer. The protocol for PCRs consisted in 95°C during 5 minutes, followed by 35 cycles of 95°C in 30 seconds, 60°C in 30 seconds, 72°C in 45 seconds, and ending with 72°C in 7 minutes. Whole spinal cord sample was used as a positive control.

PCR products were submitted to electrophoresis in 3% agarosis gel containing ethidium bromide for 60 minutes at 100V, and then visualized under UV exposure. The result is shown in Figure S2A.

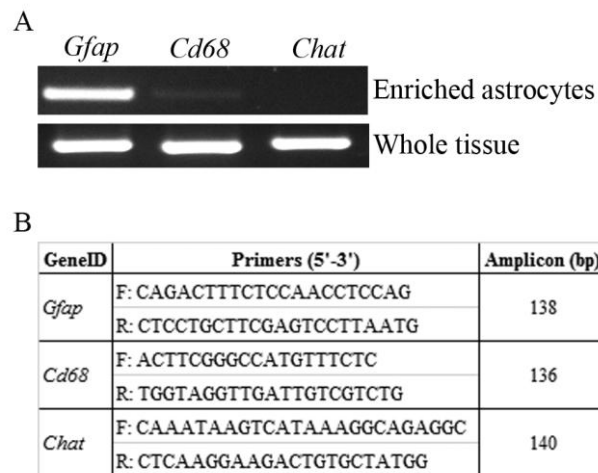

Figure S2. PCR results for sample enrichment. (A) Representative bands of PCRs for specific gene markers of astrocytes (*Gfap*), microglia (*Cd68*) and motor neurons (*Chat*) in the enriched astrocyte sample and in the whole lumbar spinal cord. (B) Sequence for primers used in the PCRs and their respective amplicon sizes in base pairs (bp).

How the deposited data were processed for this re-analysis (not part of the article)

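Lumbar spinal cord of SOD1 G93A and wild-type mice of 40 and 80 days was measured on 16 whole mouse genome arrays, 4 for each genotype at each age. Each array carried the Cy3-labeled spinal cord sample and a Cy5-labeled reference made of RNA of neonatal heart, kidney and liver. The labels give the mice a mixed B6SJL background. Samples were grouped by the genotype and age in their labels, and no 2 samples of different groups are described as coming from 1 animal.

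The authors scanned the arrays and extracted spots with Agilent Feature Extraction. The spot signals are intensity values on a linear scale, as deposited without normalization, with the local background, the signals that Feature Extraction had detrended and dye-normalized, and its marks for each spot. The series matrix holds log2 values that the authors normalized within and between arrays. These log2 values follow the Cy3 signal alone and have equal quantiles for the 8 arrays of an age, but other quantiles at the other age. The log2 fold changes of Tables S1 and S2 are differences between group means of these values.

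From the spot signals, log2 ratios of Cy3 to Cy5 were computed with limma 3.58.1 in R 4.3.3, with data.table 1.17.8 and statmod 1.5.0. Median signals were corrected with normexp at an offset of 50, normalized within arrays by loess and between arrays by quantiles of the mean intensity. Control spots and spots marked as nonuniform or population outliers in either channel were left out, and spots of 1 probe were averaged. Of 41174 probes, 40929 have 1 spot and 245 have 10. Probes were named from the reference table of the array, which names 23246 of them, 5435 with a symbol other than that in the files. A probe was tested at an age if its Cy3 signal was well above background on at least 3 of the 4 arrays of 1 group and it was measured on at least 2 arrays of each group. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

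The share of probes well above background was 45.9% to 55.3% in Cy3 and 57.1% to 69.9% in Cy5, and 0 spots were saturated in Cy3 and 1 in Cy5. A probe near the background has a ratio that moves toward that of the offset, so a change in a weakly expressed gene appears smaller than it is. With 4 arrays per group, tests on simulated data recovered 99% of probes changed by 1 on the log2 scale at both ages, and 84% at 40 days and 93% at 80 days of those changed by 0.5, at a p under 0.05. The called probes had smaller changes, with a median of 0.20 and 0.22 in size.

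Genotypes were compared within each age with lmFit and eBayes on 8 arrays. The difference of that comparison between the ages, and the ages within each genotype, were tested on 16 arrays. Probes were called at an unadjusted two-sided p under 0.05, as in the methods of the paper, and counts at a Benjamini-Hochberg adjusted p under 0.05 were added. Single genes also had an exact permutation test of 4 arrays against 4. Overlap between the ages was compared with 10000 permutations of 1 list among the genes tested at both ages.

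Gene sets were tested with camera at a correlation of 0.01, with 1 probe per gene, and adjusted over all sets and both ages. The sets were oxidative phosphorylation subunits, ribosomal proteins, MHC class I genes, proteasome subunits, ubiquitin-conjugating enzymes, ionotropic glutamate receptors and claudins, chosen by symbol, and a list of genes of the TCA cycle. To these came marker lists of astrocytes, microglia, oligodendrocytes, neurons, motor neurons, sensory neurons, erythrocytes, skeletal muscle, meningeal fibroblasts, endothelial cells, sex and immediate early genes. Lists of liver and kidney genes were added later, for a test of the reference channel. The score of a list on an array is the median deviation of its genes from their mean over all arrays.

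Genes named in the text are those that the results and discussion of the paper name as changed on the arrays, its Tables 2, 3 and 4 included, with *Gapdh* and *Sod1*, and *Gfap*, *Cd68* and *Chat* as markers of the supplement. To these came, for each comparison, the 10 probes with the largest change among those with p under 0.05 and no overlap between the groups (for the difference between the ages, a p under 0.05 alone). For a gene with several probes, the probe of Table S1 or S2 for that age was used, otherwise that of the other age, otherwise the brightest. Results of 2 of these genes are not reported here, while counts over all named genes include them.

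Alternatives changed 1 choice at a time. They were no background subtraction, the floor method of background correction (subtraction with results under 0.5 set to 0.5, then the offset), mean signals, processed signals, no normalization within or between arrays, the Cy3 channel alone, the series matrix, no filter on dim probes, a filter that asks for all arrays, outlier spots kept, 16 arrays for the estimate of spread, array weights, a trend in eBayes, the replicate block, and each array left out in turn. For single genes there was also another probe of the gene, for counts 1 value per gene or a p under 0.01 at both ages, and for sets the mean of all probes of a gene, fry, and camera with a correlation estimated from the data. A reset of bright local backgrounds was added after the values were seen: spots lying over 20 units below their background were given the median background of the array.

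Left out were the qPCR measurements and the astrocyte samples of the supplement, for which no array files were at hand. Over-representation in KEGG and GO was not computed, since the sets were not at hand.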

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

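The reset of bright local backgrounds, its test, the exact permutation of differences between the ages, and the divisions of arrays for adjusted counts were chosen only after the result was seen.

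The 4 arrays of each group were compared for each named gene and each list of genes. In 21 of 240 such groups the highest or lowest array lay apart from the other 3, with a gap beyond Dixon's 95% limit for 4 values. Chance gives about 1 in 20 groups, or 12. Of the 21, 12 lie on wild-type 40 days replicate 3 and SOD1 G93A 40 days replicate 4. On these 2 arrays the log2 ratios were 2.17 and 2.16 for *Gria4*, 3.70 and 3.71 for *Slc17a6*, and 5.29 and 5.54 for *Cldn11*, each below the other 3 arrays of its group. On SOD1 G93A 40 days replicate 4, *Fbxw7* was at 0.76 and *Gfap* at 5.34, and the score was -0.71 for ionotropic glutamate receptors and -0.52 for sensory neurons. On wild-type 40 days replicate 3 the score was -0.45 for neurons and -0.66 for motor neurons. RNA or signal of the reference in the Cy3 channel would raise liver genes in Cy3 on both arrays. Their Cy3 score was raised on SOD1 G93A 40 days replicate 4 (0.15, against at most -0.0010 on the other 14 arrays), but not on wild-type 40 days replicate 3 (-0.029), which argues against it for the latter array and so for both together. Meninges, nerve root or muscle in the samples would leave liver genes as they are, but their ratio scores rose on both arrays, to 0.50 or more against at most 0.087 elsewhere. A candidate explanation is the bright local backgrounds of a few spots. With these reset, the lower slope of the 2 arrays on the others was 0.955, within the range of the other 6 arrays of 40 days, which begins at 0.942. After the reset 1 of the 12 values, the motor neuron score of -0.11, still stood apart. No biological explanation was tested.

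The other 9 values number fewer than the 12 that chance gives. *Nsg1* was at 3.11 on SOD1 G93A 80 days replicate 1, with the others at 2.98 to 3.00. *H2-Q10* was at -0.057 on wild-type 40 days replicate 4, with the others at -1.17 to -1.04. The scores were 0.041 for the proteasome on wild-type 40 days replicate 2 and -0.042 for claudins on wild-type 80 days replicate 2. On wild-type 80 days replicate 3 the microglia score was 0.70, with the others at -0.092 to -0.0057. On wild-type 80 days replicate 4 the neuron score was 0.22, and on replicate 1 the skeletal muscle score was 0.70, with the others at -0.44 to -0.35. Endothelial scores were -0.12 on wild-type 80 days replicate 2 and -0.24 on SOD1 G93A 80 days replicate 3. With bright backgrounds reset, *Nsg1*, the proteasome, claudin and neuron scores and the endothelial score of wild-type 80 days replicate 2 fell within Dixon's limit. *H2-Q10*, the microglia and skeletal muscle scores and the endothelial score of SOD1 G93A 80 days replicate 3 stayed beyond it. No other technical and no biological explanation was tested for these 9 values.

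For some named genes the change between genotypes at 80 days differed from that at 40 days at a p under 0.05 in limma's interaction test. The differences were 0.51 for *Eef2*, -0.97 for *Syt10*, -0.30 for *Nedd4*, -0.26 for *Nedd8* and 0.37 for *Tap2*. By exact permutation the difference of *Eef2* did not pass 0.05 (p = 0.08). Other probes gave a difference of -0.14 for *Syt10* and 0.066 for *Nedd4*. Over all probes the difference had a p under 0.05 for 797 probes. Of 100 divisions of the arrays into groups of the same sizes, 43 gave a count as large, so chance cannot be excluded as the source of this count. After the reset 1466 probes had a p under 0.05, and 14 of 100 divisions gave a count as large, so it cannot be excluded there either. An effect of the transgene that changes with age stays open, untested.

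The paper does not report on differences between the ages. Between 40 and 80 days 2506 probes had a p under 0.05 in wild-type mice, 101 of them with an adjusted p under 0.05. In SOD1 G93A mice the counts were 2503 and 79. Among probes with a p under 0.05 whose ages did not overlap, *C4b* had the largest change in both genotypes (1.57 and 1.53), with an adjusted p of 0.0881 and 0.124, in all 4 arrays of each age. *Gsn* changed by -1.20 in wild-type (adjusted p = 0.0032) and -1.13 in SOD1 G93A mice (adjusted p = 0.00335). *Hmgcs1* changed by -1.06 and -1.03 (adjusted p = 0.00148 and 0.0015), again in all 4 arrays of each age. Next in size in wild-type mice were *Wtap* (1.31), *Pdyn* (1.21), *Plac9a* (-1.06), *Nid1* (-1.02), *Tmem254a* (-1.0), *2610100L16Rik* (0.96) and *Htr3a* (0.91). In SOD1 G93A mice they were *Aph1b* (1.21), *Micos13* (1.10), *Cdkn1c* (-1.02), *Ch25h* (0.92), *Il33* (0.91), *BC038167* (0.89) and *Slc35a5* (-0.87). Without wild-type 80 days replicate 3 the adjusted count in wild-type mice was 58. Without SOD1 G93A 80 days replicate 3 the count in SOD1 G93A mice was 1593, and without SOD1 G93A 40 days replicate 2 the adjusted count was 13. In wild-type mice 1 of 35 divisions, the real one, gave a count as large, before and after the reset (3305 probes). This is the smallest share that 35 divisions can give, so it argues against chance without excluding it. In SOD1 G93A mice 3 of 35 divisions gave a count as large, so chance cannot be excluded for that count, but after the reset (3714 probes) it was 1 of 35. The 2 others before the reset parted the arrays of 2 of the 4 slides only. Arrays of one slide deviated together in this comparison (correlations of 0.18 to 0.58). Of the 8 divisions that part the arrays of each slide, only the real one gave a count as large, but 8 are too few to exclude chance. With slide as a block the counts in SOD1 G93A mice were 2287 and, adjusted, 22. For the adjusted counts, only the real one of 35 divisions gave a count as large in both genotypes, before and after the reset. For the adjusted count of wild-type mice this argues against chance without excluding it. Wild-type arrays of one slide had correlations of 0.033 to 0.31 between the ages. For the adjusted count of SOD1 G93A mice chance cannot be excluded, since the 35 divisions ignore the shared slides and the 8 that part them are too few. The Cy5 channel alone, with the same reference on every array, gave 583 probes in wild-type and 364 in SOD1 G93A mice, so an effect of position shared by both dyes accounts for part of the counts at most. An effect of the position on Cy3 alone cannot be told apart from age, since each group lies at a position of its own. Age itself stays among the open explanations.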

How the results depend on the processing

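The reset of bright local backgrounds was chosen only after the result was seen. Apart from what the construction of an alternative shows, the cause of a change was not tested.

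No normalization between arrays left all values as they were, since that step changes mean intensities and not ratios. Slide and replicate number coincide, so the block by slide is the replicate block. The deviations of arrays of the same slide from their group means had correlations of -0.57 to 0.58, over 0.1 in 10 of 24 pairs. Between the ages in SOD1 G93A mice all 4 pairs were over 0.1.

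At 40 days 247 probes had a p under 0.05. The count was 1014 without background subtraction, 957 with the floor method, 1197 with processed signals, 549 in Cy3 alone, 537 with the series matrix, 663 without a filter, 391 with 16 arrays, 1350 with array weights, 148 with 1 value per gene and 953 after the reset. With the replicate block it was 151. At 80 days 1216 probes had a p under 0.05, and the count was 2201 without normalization within arrays, 2145 without a filter, 2504 with array weights and 800 with 1 value per gene. After adjustment by limma with Benjamini-Hochberg, 0 probes were called at 40 days under each setting, and at 80 days 1 probe in Cy3 alone, with the series matrix and with array weights.

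The 99 higher and 148 lower probes of 40 days became 616 and 398 without background subtraction, 518 and 439 with the floor method, 922 and 275 with processed signals, 0 and 182 without normalization within arrays, 380 and 169 in Cy3 alone, 361 and 176 with the series matrix, 699 and 651 with array weights, and 520 and 433 after the reset. With the replicate block they were 35 and 116. At 80 days 515 and 701 became 808 and 673 without background subtraction, 836 and 681 with the floor method, 2115 and 86 without normalization within arrays, 680 and 456 with the series matrix, and 807 and 674 after the reset. Without normalization within arrays the median of all probes lay at -0.12 at 40 days and 0.10 at 80 days, and under the other settings within 0.024 of 0.

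The genes called at both ages, 38, were 131 without background subtraction, 132 with the floor method, 159 with processed signals, 66 with the series matrix, 86 without a filter, 260 with array weights, 2 at a p under 0.01 and 126 after the reset. With the replicate block they were 21. The difference between the ages, 797 probes, rose to 1538 without background subtraction, 1473 with the floor method, 1854 with processed signals, 2546 without normalization within arrays, 1506 without a filter, 2157 with array weights (5 of them adjusted) and 1466 after the reset.

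Between the ages in wild-type mice, 2506 probes became 4040 without a filter. The 101 with an adjusted p under 0.05 were 307 without background subtraction, 355 with the floor method, 331 with processed signals, 50 without normalization within arrays, 220 with array weights and 347 after the reset. In SOD1 G93A mice 2503 probes became 4779 with array weights. The 79 with an adjusted p under 0.05 were 226 without background subtraction, 264 with the floor method, 251 with processed signals, 0 without normalization within arrays, 146 in Cy3 alone, 1012 with array weights and 246 after the reset. With the replicate block they were 22.

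Of the gene sets, 11 called by camera became 21 without normalization within arrays, 7 with a trend, and 0 by fry or with the correlation estimated. Without normalization within arrays oxidative phosphorylation was called at 40 days (-0.15), and at 80 days its median was reversed (0.046), while relative to all probes it was -0.058. With the series matrix it was called at 40 days (-0.033). MHC class I genes were called at 40 days with array weights (0.030). The TCA cycle at 80 days was no longer called in Cy3 alone (0.025) and with array weights (0.061). By fry and with the estimated correlation oxidative phosphorylation (-0.066), MHC class I (0.31) and the TCA cycle (0.061) were no longer called at 80 days. Their adjusted p ranged from 0.44 to 0.818 by fry and was 0.55 for each with the estimated correlation.

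Pathway genes with the listed direction and a p under 0.05, 73, were 125 in Cy3 alone, 168 with the series matrix and 110 with array weights. Of the named genes, 20 values with a p under 0.05 became 31 without background subtraction, 32 in Cy3 alone, 38 with the series matrix and 13 with 16 arrays. *Nedd4* at 40 days was reversed with another probe (-0.037), and *B2m* at 80 days without SOD1 G93A 80 days replicate 4, with a range from -0.28 to 0.26 (without SOD1 G93A 80 days replicate 2) over the arrays left out. Over 74 values of named genes and 33 settings, 1612 kept their side of 0.05, 84 no longer had a p under 0.05, 125 newly had one and 2 were reversed. The 1612 include 120 that had no p under 0.05 and changed sign.

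With 1 array left out in turn, the counts at 40 days ranged from 115 (without SOD1 G93A 40 days replicate 3) to 881 (without SOD1 G93A 40 days replicate 4), with 0 adjusted in each run. At 80 days they ranged from 741 (without SOD1 G93A 80 days replicate 3) to 1665, with 0 to 1 adjusted (1 without wild-type 80 days replicate 1). Genes called at both ages ranged from 13 (without SOD1 G93A 40 days replicate 3) to 126 (without SOD1 G93A 40 days replicate 4), and probes for the difference between the ages from 593 to 1540 (without SOD1 G93A 40 days replicate 4), with 0 adjusted. Between the ages in wild-type mice the range was 1877 to 2812, and 58 (without wild-type 80 days replicate 3) to 83 adjusted. In SOD1 G93A mice it was 1593 (without SOD1 G93A 80 days replicate 3) to 3097, and 13 (without SOD1 G93A 40 days replicate 2) to 82 adjusted. Sets called ranged from 6 (without SOD1 G93A 40 days replicate 2) to 16. Oxidative phosphorylation ranged from -0.038 to -0.0055 at 40 days and from -0.099 to -0.051 at 80 days. MHC class I ranged from -0.083 (without SOD1 G93A 40 days replicate 1) to 0.25 (without wild-type 40 days replicate 4) at 40 days and from 0.22 to 0.40 at 80 days, and the TCA cycle at 80 days from 0.025 (without wild-type 80 days replicate 1) to 0.11 (without wild-type 80 days replicate 4). Pathway genes ranged from 53 to 84 and named genes from 16 to 25. Of 20 named values with a p under 0.05, 11 kept it in every run and 9 did not. Of 54 without, 38 had none in their own direction in any run, and 28 changed sign in at least 1. The 38 include *B2m* at 80 days, which had a p of 0.0368 from limma with its sign turned without SOD1 G93A 80 days replicate 4.

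Of the probes, 45.9% to 55.3% were well above background in Cy3, so the values say little on weakly expressed genes, and the count without a filter includes probes near the background.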

Differences from the paper's values

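The reset of bright local backgrounds was chosen only after the result was seen. The other alternatives were set before the data were examined. The margin for counts was a factor of 1.5, while that for log2 fold changes is not stated here.

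The paper reports 492 genes with a p under 0.05 at 40 days, and here 247 probes had one. The value lay within the margin of the paper's in Cy3 alone, with the series matrix, without a filter, with 16 arrays, and without wild-type 40 days replicate 3 or 4. It differed without background subtraction, with the floor method, mean signals, processed signals, no normalization within or between arrays, outlier spots kept, all arrays above background, array weights, a trend, the replicate block, 1 value per gene, and without each of the other 6 arrays.

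The text of the paper gives 155 genes higher and 337 lower at 40 days, and here 99 probes were higher and 148 lower. For the higher probes the value was within the margin with 16 arrays and without wild-type 40 days replicate 4, and differed under the other alternatives. For the lower probes it was within the margin without background subtraction, with the floor method, processed signals, no filter, 16 arrays, without wild-type 40 days replicate 1, 3 or 4 and without SOD1 G93A 40 days replicate 4, as well as after the reset of bright backgrounds, which was chosen after seeing the values. It differed under the others.

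Table S1 of the paper lists 337 probes as higher at 40 days, against 99 here. The value was within the margin in Cy3 alone, with the series matrix, without a filter and without wild-type 40 days replicate 3, and differed under the others. Table S2 lists 433 probes as lower at 80 days, against 701 here. This was within the margin in Cy3 alone, with the series matrix, with 16 arrays, without wild-type 80 days replicate 1, 2 or 4 and without SOD1 G93A 80 days replicate 2 or 3, and differed under the others. The signs in both tables run against the text of the paper, which at 40 days gives 155 as higher where Table S1 has 155 negative values, the paper's.

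The paper gives 66 genes common to both ages, and here 38 genes had a p under 0.05 at both. The value was within the margin in Cy3 alone, with the series matrix, without a filter, with 16 arrays, without wild-type 40 days replicate 3 and without SOD1 G93A 80 days replicate 4, and differed under the others.

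For *Nsg1* at 40 days Table S1 gives a log2 fold change of -0.23, the paper's, and here it was -0.088. It was within the margin without normalization within arrays, in Cy3 alone, with the series matrix, with array weights, and without wild-type 40 days replicate 3 or SOD1 G93A 40 days replicate 4, and differed under the others. For *Hspa8* at 80 days Table S2 gives 0.26, the paper's, and here it was 0.021. It was within the margin without normalization within arrays, with the series matrix and without wild-type 80 days replicate 3, and differed under the others.

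The changes of named genes that follow are called by the paper and had no p under 0.05 here. With the series matrix, which holds the authors' values, each of them had one. Of these, *Glg1* at 80 days, *Rfxank* and *Calr* at 40 days and *Hspa8* at 80 days had none under the other alternatives for all genes, though *Glg1* had one without SOD1 G93A 80 days replicate 2 and *Hspa8* with another probe. *Aqp4* and *Hspa1a* at 40 days also had one in Cy3 alone, *Nsg1* at 40 days in Cy3 alone and with array weights, and *Nsg1* at 80 days in Cy3 alone, without normalization within arrays and with another probe. *Gria4*, *Slc1a2*, *Slc17a6* and *Cldn11* at 40 days had one without background subtraction, with the floor method, in Cy3 alone, and after the reset of bright backgrounds, which was chosen after seeing the values. So did *Pik3r1* at 40 days, and with processed signals. *Calca* at 40 days had one under these settings, without normalization within arrays, with 16 arrays, with array weights, and without wild-type 40 days replicate 3 or SOD1 G93A 40 days replicate 1. *Gria4* at 80 days had one in Cy3 alone, with the replicate block and without SOD1 G93A 80 days replicate 1. *Fbxw7* at 80 days had one with the floor method, without normalization within arrays, without wild-type 80 days replicate 4, and after the reset, which was chosen after seeing the values. *Cxcr4* at 40 days had one without background subtraction and with processed signals. *H2-Bl* had one without background subtraction, with mean signals, processed signals, Cy3 alone, array weights and without SOD1 G93A 80 days replicate 4. *H2-T22* had one without background subtraction, with the floor method, mean signals, processed signals, no normalization within arrays, array weights, the replicate block, and without wild-type 80 days replicate 1 or SOD1 G93A 80 days replicate 4.

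Of 50 genes in Table 3 and 122 in Table 4, 48 and 118 had the direction listed there. *Gnas* is listed as down regulated in Table 4, and changed here by 0.33.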

Other observations

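Chosen only after the result was seen were the tests of microglia, of probes bright in the reference, of muscle and of the ratios of the probes of Tables S1 and S2, the reset of bright backgrounds, and the restriction of the H2 test to named probes.

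Counts of probes between the genotypes were set against the same count for all 35 divisions of the 8 arrays of an age. At 40 days 22 of 35 gave a count as large as the real one, and at 80 days 14 of 35. After the reset of bright backgrounds it was 16 of 35 and 8 of 35. For the genes called at both ages 40 of 100 divisions gave a count as large (19 of 100 after the reset), and for the gene sets called 55 of 100 (14 of 100 after the reset). Chance can be excluded for none of these results, nor under the reset. The Cy5 channel alone gave 168 probes with a p under 0.05 at 40 days, within 1.5 times the 247 of the ratio, and 183 at 80 days, against 1216. Position and genotype cannot be told apart, since each group lies at a position of its own, and an effect on Cy3 alone stays open at both ages.

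The probes of Tables S1 and S2 were found by the authors in the Cy3 channel. In the Cy5 channel, which holds the same reference on every array, 83.9% of the probes of Table S1 differed in the same direction, against 65.3% of the other probes. For Table S2 it was 76.4%, against 60.9%. This is consistent with spot or array effects shared by both dyes as part of the values in these tables. Probes called from Cy3 in other divisions of the arrays had a median share of 92.2% at 40 days and 87.7% at 80 days. Such effects cancel in the ratio, from which 89 probes of Table S1 and 599 of Table S2 had a p under 0.05 in the direction of the table. These counts decide nothing, since the probes were chosen on the Cy3 values of the same arrays, which enter the ratio. For these probes shared effects, effects on Cy3 alone and a difference in the tissue cannot be told apart.

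MHC class I genes as a set were higher in SOD1 G93A mice at 80 days, and the arrays were unequal. SOD1 G93A 80 days replicate 4 had a score of 0.84, and on it *B2m* lay 1.17 above its mean over all arrays. Mice of a mixed background may differ in their H2 haplotype. Then probes of other genes in the H2 region (chromosome 17, 32017663 to 35427193) would follow the MHC class I score across arrays with a correlation over 0.6 in size. Of the named probes 10 of 108 did (9.26%), against 3.54% on other chromosomes and 4.85% on the rest of chromosome 17, a share 2.61 times as large where a share of 3 times had been set. With all probes, as run at first, it was 16.5% and 4.50 times, and with named probes after the reset 14.8% and 3.35 times. The score in this test was the mean of the set with group means taken out. It left out *B2m*, and for the named probes *Pfdn6* as well. A larger number of microglia or other immune cells in single mice might also raise the set. On SOD1 G93A 80 days replicate 4 the microglia score was 0.89. Of the 3 other SOD1 G93A arrays, with a microglia score not above the wild-type range, 2 had an MHC class I score within the wild-type range (-0.26 to 0.29), and the highest was 0.39. All 3 lay over the wild-type median of 0.0091. Haplotype, immune cells and an effect of the transgene cannot be told apart with these arrays, as the genotypes of the H2 region are not given and the scores of the groups overlap. With 1 array left out in turn the median change of the set stayed between 0.22 and 0.40.

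Skeletal muscle genes had a median change of 0.66 at 40 days (camera, adjusted p = 0.000113), with all 4 SOD1 G93A arrays over the wild-type median. With the correlation between genes estimated from the data the adjusted p from camera was 0.55, and by fry it was 0.818. The score of SOD1 G93A 40 days replicate 2 was 2.10. Without that array the median change was 0.088, so muscle carried into a single sample may explain it. The changes of the genes with the highest ratios were 0.86 for *Tnnt3*, 0.76 for *Mylpf* and 0.56 for *Actn3*, and 0.16 for *Pvalb*, which neurons express as well. At 80 days the median was 0.23 (adjusted p = 0.248).

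Other lists called by camera at 40 days were meningeal fibroblasts (-0.49, adjusted p = 0.00105, 4 of 4 SOD1 G93A arrays below the wild-type median), endothelial cells (-0.085, adjusted p = 0.0369, 4 of 4), astrocytes (0.099, adjusted p = 0.00348, 3 of 4 above) and ribosomal proteins (-0.029, adjusted p = 0.0184, 3 of 4 below). At 80 days ribosomal proteins (-0.092, adjusted p = 0.000545, 3 of 4 below), sensory neurons (-0.096, adjusted p = 0.0468, 3 of 4 below) and immediate early genes (0.13, adjusted p = 0.0452, 3 of 4 above) were called. Relative to the median of all probes the direction of none of these turned under a scaling alternative, while without normalization within arrays the medians themselves turned for astrocytes at 40 days (-0.058) and ribosomal proteins at 80 days (0.013). None was called by fry or with an estimated correlation, and no technical or biological explanation was tested for them.

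Not called at 40 days were oligodendrocytes (0.084, adjusted p = 0.0945), neurons (0.052, 0.166), motor neurons (-0.067, 0.537), sensory neurons (-0.12, 0.0945), microglia (0.0062, 0.436), erythrocytes (-0.072, 0.474), sex (0.039, 0.466), immediate early genes (-0.022, 0.0546), the proteasome (-0.019, 0.817), ubiquitin-conjugating enzymes (-0.017, 0.552) and ionotropic glutamate receptors (-0.020, 0.820). Not called at 80 days were astrocytes (-0.098, adjusted p = 0.097), oligodendrocytes (-0.048, 0.861), neurons (-0.080, 0.0857), motor neurons (0.0067, 0.729), microglia (0.087, 0.365), erythrocytes (-0.11, 0.481), meningeal fibroblasts (-0.11, 0.474), endothelial cells (-0.020, 0.578), sex (-0.036, 0.365), the proteasome (-0.018, 0.577), ubiquitin-conjugating enzymes (0.019, 0.161) and ionotropic glutamate receptors (-0.069, 0.164). Relative to the median of all probes the sign turned under at least 1 scaling alternative at 40 days for ionotropic glutamate receptors, neurons, motor neurons, microglia, sex, ubiquitin-conjugating enzymes and immediate early genes, and at 80 days for neurons, oligodendrocytes, motor neurons, meningeal fibroblasts and the proteasome. The lists of motor and sensory neurons share *Isl1* and *Prph*.

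On SOD1 G93A 40 days replicate 4 alone, some liver genes were raised in the Cy3 channel: *Alb* to 8.40 against at most 7.42 on the arrays other than the 2 with bright backgrounds, *Ahsg* to 7.89 against 7.43 and *Fgb* to 7.11 against 6.46. Over the lists its Cy3 scores were the highest of all 16 arrays, 0.15 for 14 liver genes (at most -0.0010 on the 14 arrays without bright backgrounds) and 0.038 for 10 kidney genes (at most 0.019). Signal of the reference in Cy3 would raise all its abundant transcripts. The 200 probes bright in the reference only had a Cy3 score of -0.017 on this array, with at most 0.053 elsewhere, and *Afp*, the brightest liver gene of the reference, was at 6.19, against at most 6.29, which argues against it. Liver RNA of another source was not tested.

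*Gfap* (A_52_P52303) changed by 0.23 at 40 days (p = 0.531 from limma, exact permutation p = 0.457), and by 0.24 after the reset of bright backgrounds (p = 0.0162, exact permutation p = 0.0286). At 80 days it changed by -0.22. *Cd68* changed by 0.016 and 0.12, and *Chat* was not well above background on any array.

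Among probes with a p under 0.05 whose genotypes did not overlap, those with the largest changes at 40 days after the first 3 were of *Crispld2* (-0.53), *Comp* (-0.45), *Lsm6*, *Nr4a1* (-0.41), *Slamf9* (-0.38) and *Foxn3*. At 80 days they were of *Grn* (-0.59), *Trappc3*, *Rasa3* (0.56), *Yae1d1*, *Ppih* (-0.51), *Nbr1* (0.51) and *Eef2* (0.51, A_52_P318631). For the difference between the ages the largest among all probes with a p under 0.05 were *Ptprz1* (-1.49), *Plac9a* (1.10), *Syt10*, *Pdyn* (-0.94), *Trappc3*, *BC026762* (0.77), *Foxn3*, *9530009G21Rik* (0.75) and *Rbbp4* (0.73). None had an adjusted p under 0.05 from limma, and no explanation was tested for them.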
